# Microarray and qPCR Analysis of Mitochondrial Metabolism Activation during Prenatal and Early Postnatal Development in Rats and Humans with Emphasis on CoQ_10_ Biosynthesis

**DOI:** 10.3390/biology10050418

**Published:** 2021-05-08

**Authors:** Jana Krizova, Martina Hulkova, Vaclav Capek, Petr Mlejnek, Jan Silhavy, Marketa Tesarova, Jiri Zeman, Hana Hansikova

**Keywords:** mitochondria, coenzyme Q, ubiquinone, microarray, prenatal, human, rat, qPCR

## Abstract

**Simple Summary:**

We lack studies investigating mitochondrial metabolism in the prenatal and early postnatal period in humans, but parallel experiments conducted in a mammalian system are informative about the human condition. Our aim was to study the perinatal metabolic switch in rats—an extremely complex process, associated with tissue proliferation and differentiation together with a rapid oxidative stress response (using techniques including microarrays, qPCR, spectrophotometry and high-performance liquid chromatography). Out of 1546 mitochondrial genes, 1119 and 827 genes significantly changed expression in rat liver and skeletal muscle, respectively. The most remarkable expression shift occurred in the rat liver at least two days before birth. Coenzyme Q and mitochondrial metabolism-based evaluation in both the rat model and human tissues showed the same trend: the total CoQ content and mitochondrial metabolism significantly increases after birth, possibly regulated by COQ8A kinase. Our microarray data could serve as a suitable background for finding key factors regulating mitochondrial metabolism and preparation of the foetus for the transition to extra-uterine conditions, or as preliminary data for further studies of the complex mitochondrial metabolism regulation and diagnostics of mitochondrial disorders.

**Abstract:**

At the end of the mammalian intra-uterine foetal development, a rapid switch from glycolytic to oxidative metabolism must proceed. Using microarray techniques, qPCR, enzyme activities and coenzyme Q content measurements, we describe perinatal mitochondrial metabolism acceleration in rat liver and skeletal muscle during the perinatal period and correlate the results with those in humans. Out of 1546 mitochondrial genes, we found significant changes in expression in 1119 and 827 genes in rat liver and skeletal muscle, respectively. The most remarkable expression shift occurred in the rat liver at least two days before birth. Coenzyme Q-based evaluation in both the rat model and human tissues showed the same trend: the total CoQ content is low prenatally, significantly increasing after birth in both the liver and skeletal muscle. We propose that an important regulator of rat coenzyme Q biosynthesis might be COQ8A, an atypical kinase involved in the biosynthesis of coenzyme Q. Our microarray data, a total of 16,557 RefSeq (Entrez) genes, have been deposited in NCBI’s Gene Expression Omnibus and are freely available to the broad scientific community. Our microarray data could serve as a suitable background for finding key factors regulating mitochondrial metabolism and the preparation of the foetus for the transition to extra-uterine conditions.

## 1. Introduction

Mitochondria are key players in mammalian ATP production. Oxidative phosphorylation, the mitochondrial process which produces the majority of cellular ATP, is executed by a system of several supercomplexes (OXPHOS) attached to the mitochondrial inner membrane. Regulation of ATP production is a complex process involving mitochondrial DNA (mtDNA) replication and transcription, the expression of OXPHOS subunits, biosynthesis of electron carriers (e.g., coenzyme Q, CoQ; cytochrome c), or even mitochondrial fission–fusion machinery regulation. Moreover, the regulation of genes encoded both in nuclear DNA (nDNA) and mtDNA must be precisely orchestrated. Therefore, it has to be executed by a number of regulators.

Dynamic changes in mitochondrial metabolism have been described throughout foetal development, and especially during the rapid perinatal switch to the extra-uterine conditions, in order to meet the energy demands in various tissues [1]. Foetal metabolism has been described as based on glycolysis [2], because the partial oxygen pressure in utero is low [3]. After birth, the concentration of ATP in the rat liver increases two-fold within the first two hours [4]. This metabolic switch has also previously been reported in other tissues and organisms [5,6,7,8,9], encompassing changes in OXPHOS activities and mtDNA content as well. Additionally, various tissues show a distinct stoichiometry of the OXPHOS complexes [10,11]. On the other hand, the pool of CoQ and cytochrome c is generally in excess of the complexes [12]. In humans and other mammals, the predominant CoQ form has 10 isoprenoid residues (hence, CoQ_10_), but in rodents, the predominant form has only nine isoprenoid residues (CoQ_9_) [13]. How the synthesis of the distinct CoQ forms is regulated is not well understood, but the higher CoQ_9_/CoQ_10_ ratio is believed to be an adaptation to oxidative stress in various rodent models [14,15,16,17]. In humans, the accumulation of CoQ_10_ during the first days and weeks of life is physiological, although the initial levels at birth are lower compared to adult levels [18]. At birth, preterm newborns exhibit higher levels of oxidative stress (higher levels of hydroperoxides in plasma and higher lipid peroxidation; lower levels of vitamins A, C, E, and superoxide dismutase). CoQ_10_ seems to play role in protecting the cell membranes and lipoproteins against lipid peroxidation in the antioxidant system of the plasma membrane, together with the NADH-cytochrome b5 and NADPH-cytochrome P450 reductases, and vitamins A, C and E [14,19,20,21].

Among the risks which arise from increased perinatal oxidative stress, usually in preterm newborns, we can mention respiratory distress syndrome, bronchopulmonary dysplasia, periventricular leukomalacia, necrotizing enterocolitis, patent ductus arteriosus, and retinopathy [22,23,24]. However, term newborns are also vulnerable to oxidative damage of cell membranes leading to brain injury, and possibly later to neurodevelopmental disorders, asthma, diabetes mellitus, hypertension, coronary heart disease, and stroke [25]. In human samples, oxidative stress is assessed mainly in the umbilical cord blood, urine, or plasma [26]. Several therapeutic strategies have been suggested for newborns suffering from oxidative stress: hypothermia, free radical production inhibition, excitatory amino acid antagonists, nitric oxide inhibition, stem cell therapy, mitochondrial therapy, and hyperbaric oxygen therapy [27,28]. Direct molecular therapy targeting mitochondria was proposed in studies using metformin and mitoquinone, which prevent inflammation and hypoxic brain injury, respectively. The treatment by exogenous CoQ_10_ administration showed promising results in models of Alzheimer’s disease, hyperglycaemia, and traumatic brain injury, but not in the neonatal ischemia [27]. Hence, after the elucidation of CoQ_10_ biosynthesis regulation, a new approach to treating neonatal oxidative stress by enhancing the CoQ_10_ content endogenously could be the next step to study in future.

Nevertheless, only a few studies have analysed the expression of mitochondrial genes during perinatal and early postnatal development [29,30]. Mitochondrial gene expression changes have been thoroughly reported in human foetal liver and skeletal muscle mtDNA expression and maintenance [9], but an adequate mapping of mitochondrial biogenesis in the perinatal period is still missing, with the exception of the β-F1-ATPase subunit, which was shown to be regulated at the transcriptional level during foetal development [31,32]. Our pilot study described the orchestration of mRNA expression of 20 genes important to ATPase biogenesis and mitochondrial oxidative metabolism in the liver and muscle tissue during rat perinatal development (*Rattus norvegicus* Berkenhout, 1769, var. alba; Wistar albino rat) [33]. We aimed to study changes in mitochondrial metabolism in perinatal period regardless of tissue type; therefore, skeletal muscle was chosen as a model tissue whose function stays generally unchanged throughout the mammalian perinatal period [33]. On the other hand, during the prenatal and perinatal periods, the liver plays several roles—haematopoiesis (already starting at F14 according to [34]), and fatty acid β-oxidation and other metabolic pathways, which considerably fluctuate during ontogenesis. Together with using the data obtained in human foetuses, we decided to apply a broad RNA microarray analysis to find specific interconnections of transcriptional regulators or activators with an emphasis on CoQ biosynthesis. We believe that these data may enable the identification of further key factors regulating mitochondrial activation, and also improve diagnostics of metabolic disorders and care in preterm newborns.

The aim of this project was to study gene expression, with a validation of selected genes involved in CoQ biosynthetic process, during foetal and early postnatal physiological development of *Rattus norvegicus, var. alba* (Wistar albino rat) in the liver and the skeletal muscle tissue and to compare the results with those found in humans.

## 2. Materials and Methods

The animals were kept and all rat tissues were obtained in the Department of Genetics of Model Diseases, Institute of Physiology of the Czech Academy of Sciences (CAS; Prague, Czech Republic). The animals had ad libitum access to standard rat chow and tap water. Rats were maintained on a twelve-hour diurnal cycle by automatic light switching. A total of 54 samples of liver and 35 samples of skeletal muscle (hind limb) from Wistar rat foetuses and neonates were obtained. A subset of 16-, 20- and 22-day-old foetuses (Foetal, hence F16, F20 and F22) and 1- and 4-day-old neonates (Postnatal, hence P1 and P4) were used for microarray analyses (4–5 replicates per time-point). For the rest of analyses, more time-points were analysed (between F16 and P18). All rat foetuses were delivered by Caesarean section after the sacrifice of pregnant Wistar rat mothers. Adult controls were collected (P90). All tissues were immediately snap-frozen in liquid nitrogen. Tissues were stored for further analyses at −80 °C. A total of 25 samples of human liver and 18 samples of human skeletal muscle were collected after the termination of pregnancy for genetic indications unrelated to mitochondrial deficiency. Tissues were obtained at autopsy less than 60 min post-mortem, immediately frozen, and stored at −80 °C. The foetal gestational age varied mainly from 13 to 29 weeks. The same set of liver and muscle samples was used for our previous analyses [9,35]. For CoQ_10_ content analyses in human, the control liver samples were obtained at autopsy of 7 children at ages between 0 and 15 months. A group of control muscle samples for CoQ_10_ content analyses was established from 9 “disease-free controls” at an age of 1–15 months.

### 2.1. RNA Preparation and cDNA Reverse Transcription

Tissue homogenates for mRNA analysis were prepared in TRI Reagent® solution (Molecular Research Center, Inc., Cincinnati, OH, USA) by ULTRA-TURRAX T8 homogenized (IKA, Staufen, Germany) following the manufacturer’s protocol. RNA was treated with a TURBO DNA-free™ Kit (Ambion, Austin, TX, USA). The quantity and quality of acquired total RNA was analysed by NanoDrop 1000 (Thermo Scientific, Wilmington, DE, USA) and Agilent Bioanalyzer 2100 (Agilent technologies, Waldbronn, Germany)—the RIN number was above 7 for all samples on a scale of 1–10. RNA samples were stored at −80 °C until use. cDNA was transcribed from 1000 ng of total RNA by Superscript III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA) with Oligo-dT primers (Promega, Madison, WI, USA). RT-minus control reactions without reverse transcriptase were also tested. cDNA was thawed only twice, and it was stored at −20 °C for no longer than two weeks to complete the qPCR analysis.

### 2.2. Quantitative PCR

Gene expression was validated by qPCR performed by TaqMan® Gene Expression Assay using TaqMan® probes FAM-MGB (Applied Biosystems, Waltham, MA, USA; *Psmb6* Rn00821581_g1, *Hprt* Rn01527840_m1, *Tbp* Rn01455646_m1, *Coq8a* Rn01415160_m1, *Coq2* Rn01450024_m1, *Coq3* Rn00569878_m1, *Coq4* Rn01758607_m1, *Coq5* Rn01500056_m1, *Coq6* Rn01517465_m1) in reactions containing 12.5 µL of 2 × TaqMan® Gene Expression Master Mix (Applied Biosystems, Bedford, MA, USA), 1.25 μL of the probe, 1 µL of the cDNA template, and water to bring the final volume up to 25 µL. Each cDNA sample was diluted immediately after reverse transcription, thus 1 μL of cDNA corresponded to 25 ng of total RNA used for reverse transcription. Thermal-cycling protocol was performed according to the manufacturer’s instructions. To assess the reaction efficiency of each probe (ranging at least between 90% and 110%), a calibration curve was prepared with pooled cDNA sample at dilutions 100, 50, 25, 12.5 and 6.25% (V/V). For the normalisation expression of genes, *Tbp* and *Psmb6* were used in the liver, while the expression of genes *Hprt* and *Psmb6* were used in the skeletal muscle, similarly to previously published results [9,33]. GenEx software was used for reaction efficiency and relative quantification of all genes. For each gene, the samples were analysed in duplicates, and the whole analysis was reproduced twice. Statistical analyses were performed in STATISTICA 12.0 (StatSoft, Tulsa, OK, USA) and R [36]. Illustrative expression curve profiles were obtained by least squares regression analysis. Constructed expression plots consisted of at least three samples of the same age quantified twice in duplicate. Each dot represents a mean value. Due to very limited amount of material available, *Coq7*, *Coq9* and *Ndufa9* transcripts were not validated by qPCR.

### 2.3. Protein Concentration

Protein concentration was measured by the method of Lowry [37].

### 2.4. Spectrophotometric Analysis of Mitochondrial Enzyme Activities

Samples of 10% liver homogenates (wet weight/V) were prepared in STE solution (10 mM Tris-HCl, pH 7.4; 250 mM sucrose; 1 mM EDTA; 1% fresh Protease Inhibitor Cocktail), 10% skeletal muscle homogenates were prepared in KTEA solution (150 mM KCl, 50 mM Tris-HCl, 2 mM EDTA, pH 7.5, freshly added aprotinin—2 µg/10mL KTEA). Tissues were homogenized by ULTRA-TURRAX T8 homogenizer (IKA, Staufen, Germany) and further smoothened on a Potter-Elvehjem homogenizer (Bellco glass, Vineland, NJ, USA). In human samples, the postnuclear supernatant (PNS) was isolated from the homogenate via centrifugation at 600× *g*, for 10 min, at 4 °C. The PNS was filtered through a nylon mesh. The mitochondria were sedimented by centrifugation of the PNS at 10,000× *g*, for 10 min, at 4 °C. The pellets were washed with the isolation medium, centrifuged again in the same conditions, and finally resuspended in the isolation medium at a protein concentration of approximately 20 mg/mL. In all tissue homogenates (rat) and isolated mitochondria (human), the activities of electron transport chain (ETC) complexes were measured at 37 °C using a Shimadzu 2401 UV–Vis spectrophotometer (Shimadzu Corporation, Kyoto, Japan): NADH:coenzyme Q_10_ oxidoreductase (complex I), succinate:coenzyme Q_10_ oxidoreductase (complex II), coenzyme Q_10_:cytochrome c oxidoreductase (complex III), NADH:cytochrome c oxidoreductase (complex I–III), succinate:cytochrome c oxidoreductase (complex II–III) was assayed according to [38] and cytochrome c oxidase (complex IV) according to [39]. Citrate synthase (CS) was measured according to [38]. For one assay, a sample representing approximately 20 µg of homogenate or mitochondrial protein was used.

To measure the activities of complexes I and I–III, the sample was incubated for 3 min in distilled water to disrupt the mitochondrial membranes. The rotenone-sensitive complex I activity was then measured in 1 mL of assay medium (50 mM Tris-HCl, pH 8.1, 2.5 mg/mL BSA, 50 µM decylubiquinone, 0.3 mM KCN, and 0.1 mM NADH with and without 3 µM rotenone) based on the decrease in absorbance at 340 nm due to NADH oxidation (ε = 6.22 mM^−1^cm^−1^).

The rotenone-sensitive complex I–III activity was determined by incubating the sample in 1 mL of assay medium (50 mM Tris-HCl, pH 8.1, 2.5 mg/mL BSA, 40 mM cytochrome c, 2 mM KCN, and 0.1 mM NADH with and without 3 µM rotenone) and measuring the increase in absorbance at 550 nm (ε = 19.6 mM^−1^cm^−1^) due to the reduction in cytochrome c.

Complex II activity (succinate-DCPIP oxidoreductase) was determined by incubating the sample in 1 mL of assay medium (10 mM potassium phosphate, pH 7.8, 2 mM EDTA, 1 mg/mL BSA, 0.3 mM KCN, 10 mM succinate, 3 µM rotenone, 0.2 mM ATP, 80 µM DCPIP, 1 µM antimycin, and 50 µM decylubiquinone) and measuring the decrease in absorbance at 600 nm due to the reduction in DCPIP (ε = 20.1 mM^−1^cm^−1^).

Complex II–III activity was determined by incubating the sample in 1 mL of assay medium (50 mM potassium phosphate, pH 7.8, 2 mM EDTA, 1 mg/mL BSA, 0.3 mM KCN, 10 mM succinate, 3 µM rotenone, 0.2 mM ATP and 40 µM cytochrome c) and measuring the increase in absorbance at 550 nm (ε = 19.6 mM^−1^cm^−1^).

Complex III activity was determined by incubating the sample in 1 mL of assay medium (50 mM KPi pH 7.8, 2 mM EDTA, 1 mg/mL BSA, 0.3 mM KCN, 50 µM cytochrome c, and 50 µM ubiquinol) and measuring the increase in absorbance at 550 nm (ε =19.6 mM^−1^cm^−1^).

Complex IV activity was determined in isolated mitochondria by incubating the sample in 1 mL of assay medium (40 mM potassium phosphate, pH 7.0, 1 mg/mL BSA, 25 µM reduced cytochrome c, and 2.5 mM n-dodecyl-β-D-maltoside) and measuring the oxidation of reduced cytochrome c (II)—the decrease in absorbance at 550 nm (ε = 19.6 mM^−1^cm^−1^).

CS activity was determined using a mixture containing 100 mM Tris-HCl, pH 8.1, 0.1 mM DTNB (5,5’-dithio-bis(2-nitrobenzoic acid, 2.5 mM n-dodecyl-β-D-maltoside), the sample, 0.5 mM acetyl coenzyme A, and 0.5 mM oxaloacetate. The activity was measured at 412 nm (ε = 13.6 mM^−1^cm^−1^). For calculation of the final background activity, the activity without oxaloacetate was subtracted.

The activities were expressed as nmol of substrate converted per minute and normalised to the protein content in the reaction (nmol/min.mg protein). All chemicals were purchased from Sigma-Aldrich (Saint Louis, MO, USA).

### 2.5. CoQ_9_ and CoQ_10_ Content

Total CoQ coenzyme content was determined according to [40], with minor modifications. Tissue homogenate (100 µL 10% homogenate + 100 µL water) was vortexed with the addition of 50 µL 1,4-benzoquinone (2 mg/mL; Sigma-Aldrich, Saint Louis, MO, USA) and left for 10 min at room temperature. Then, 1 mL of propan-1-ol was added and the mixture was vortexed properly. Samples were centrifuged (26,000× *g*, 20 min, 4 °C) and the acquired supernatant was used for HPLC measurement. The amount of CoQ was measured using HPLC Pharmacia on reverse-phase Supercosil LC 18 and LC 18S (Supelco) column with an in-line filter (Upchurch Scientific), mobile phase ethanol:methanol, 7:3, 1 mL/min, detection at 275 nm using standard CoQ_10_ solution (TANAKA, Tokyo, Japan) [40,41] and CoQ_9_ solution (Sigma-Aldrich, Saint Louis, MO, USA). The CoQ content in the tissue homogenate was expressed in pmol per milligram of protein.

### 2.6. cDNA Microarray Performance and its Subsequent Data Analysis

Genome-wide mRNA expression microarray analysis was conducted using the GeneChip Rat Gene 1.0 ST Arrays (Affymetrix, Santa Clara, CA, USA). The RNA which was used for this analysis was purified from both tissues at five developmental points (16th, 20th, and 22nd foetal (F16, F20, F22) and first and fourth postnatal (P1, P4)) using an RNeasy Mini Kit (QIAGEN, Hilden, Germany). The generation of labelled cDNA, hybridizations, and microarray scanning were performed by The Centre for Applied Genomics, The Hospital for Sick Children, Toronto, Canada. The data were assessed for quality and subjected to robust multi-array averaging (RMA) normalisation (Affymetrix expression console; Affymetrix, Santa Clara, CA, USA) in R [36] (topGO library) [42,43,44]. The microarray datasets supporting this publication have been deposited in NCBI’s Gene Expression Omnibus [45] and are available there through GEO Series accession number GSE131012 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131012 accessed on 5 May 2021) [reviewers token: obozymwetfezxip]. This dataset also includes F18 (skeletal muscle) and adult (liver) samples, but these data points were excluded from the bioinformatic analyses stated in the manuscript and we did not use them to make any conclusions. As was previously published [46], the application of multiple testing adjustments to *p*-values may result in a loss of significant mitochondria-related genes with subtle changes in the expression. The only *p*-value cut-off (*p* ≤ 0.05) was applied after gene ontology analysis (no fold change restrictions). Heatmaps of gene expression were created using the programs GenEx (MultiD Analyzes AB, Göteborg, Sweden) and R [36]. Transposed data were auto-scaled, and Ward’s algorithm was chosen as a clustering method according to Pearson’s correlation coefficient distance. Data were also analysed in Short Time-Series Expression Miner—STEM 1.3.8 [47]—and the factor change was set to 2; hence, data were clustered to 81 types of profiles. We used also TIGR MeV 4.9 (betr package) [48]. Results were considered significant when the corresponding *p* ≤ 0.05.

### 2.7. Data Analysis and Statistics

Statistical analyses of CoQ_9_ and CoQ_10_ content, enzyme activities, and qPCR were performed in STATISTICA 12.0 (StatSoft, Tulsa, OK, USA) and R (“R Core Team” URL: http://www.r-project.org/ accessed on 3 May 2021). Illustrative expression curve profiles were obtained by least squares regression analysis. Results were considered significant when the corresponding *p* ≤ 0.05.

For Pearson’s correlation-based hierarchical clustering of genes, data were transposed and auto-scaled in GenEx (MultiD Analyzes AB, Göteborg, Sweden). Ward’s algorithm was chosen as a clustering method according to Pearson’s correlation coefficient distance to construct the heatmap in R (“R Core Team” URL: http://www.r-project.org/ accessed on 3 May 2021).

## 3. Results

### 3.1. CoQ_9_ and CoQ_10_ Content

In both rat tissues, the content of total CoQ_9_ increased after birth (Figure 1a,b). Compared to stage F16, postnatal CoQ_9_ content increased by 100% or more in the liver and by about 80% in skeletal muscle. The CoQ_10_ content remained very low (about 15% of the neonatal CoQ_9_ content, data not shown). The CoQ_9_/CoQ_10_ ratio in rats was significantly higher in both tissues after birth (Figure 2a,b). Similarly, the CoQ_10_ content in human tissues also significantly increased in newborns compared to premature human foetuses (Figure 1c,d).

### 3.2. Electron Transport Chain (ETC) Enzyme Activities

Changes in ETC enzyme activities were profound in the rat liver: after birth, the ETC activity increased globally, including complexes I, III and IV (Figure 3a,e,g). A minor increase was also detected in complex II activity (Figure 3c). Coenzyme Q transfers electrons in ETC from complexes I and II to complex III; therefore, we were also interested in I–III and II–III coupled activity measurements (Figure 4a,c), both of which increased significantly in the liver. In contrast to the liver, in skeletal muscle, despite the similar increase in CoQ_9_ content, we saw a slightly decreased activity of complex I and III (Figure 3b,f). In skeletal muscle, no significant changes were detected in isolated complex II and IV activity (Figure 3d,h) or in I–III and II–III coupled activity (Figure 4b,d).

In human tissues, the activities of complexes I–III and II–III (Figure A1a,b) decreased between the 13th and 28th week of gestation (see Appendix A). This prenatal decreasing trend is similar to the findings in rat skeletal muscle (although not significant).

### 3.3. Microarray Analysis

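Total RNA of liver and hind limb skeletal muscle of Wistar rats was hybridised to GeneChip Rat Gene ST arrays, which read the whole transcript with probes spread over its exons. The time series held 20 liver arrays, 4 at each of F16, F20, F22, P1 and P4, and 25 muscle arrays, 5 at each of these time points. The samples of a group are biological replicates according to their labels, and whether foetuses or pups of a group shared a litter is not given in the sources used here. Another 4 liver arrays from adult P90 rats and 5 muscle arrays from F18 foetuses were hybridised in the same runs and do not enter the paper's time series. The authors normalised the arrays by robust multi-array average (RMA), which gave 1 log2 value per probe set, from 1.73 to 14.11 in liver and from 2.33 to 14.53 in muscle. Array medians lay between 7.06 and 7.16 in liver and between 7.98 and 8.07 in muscle. Each tissue was a single array run normalised apart from the other, so that levels are compared here between time points of a tissue, and the tissues only by their changes. Of 29214 probe sets, 15310 carried 1 gene symbol, and these were tested for 14506 genes. The mean correlation of an array with the others of its group was between 0.983 and 0.997, lowest in P1 liver, where the 4 arrays had 0.983 to 0.991. Probe sets were tested with limma within each tissue, by a moderated F-test over the 5 time points and by moderated contrasts between time points, with Benjamini-Hochberg adjustment. Gene lists of pathways and cell types, the comparisons and the settings to be varied were fixed before the data were examined, although values in the tables of the paper had been seen. The precision of each value is limited by the 4 or 5 arrays of a group.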

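In liver, genes of hepatocyte function rose between F16 and P4 and genes of cell division and red cell formation fell. The steepest rises included *Mug1*, a plasma protease inhibitor, from 5.02 ± 0.23 at F16 to 12.77 ± 0.04 at P4 (log2 signal, SD, n = 4), and *Fgl1*, a secreted hepatocyte protein, with a log2 change of 7.54 (SE 0.18, limma adjusted p = 2.4e-17). The embryonic globin *Hbe1* fell from 13.50 ± 0.08 to 7.63 ± 0.31, and the globin *Hbg1* had a log2 change of -6.60 (SE 0.33, adjusted p = 1.3e-12). All 30 measured cell cycle genes fell, among them the spindle checkpoint kinases *Bub1* (-1.84, SE 0.09) and *Bub1b* (-1.91, SE 0.07), with a median log2 change of -1.41 (camera adjusted p = 6.0e-16, adjusted p = 0.058 with an estimated correlation). The 11 measured erythroid markers fell as well, with a median of -1.20 (adjusted p = 1.6e-05, adjusted p = 0.23 with an estimated correlation). Markers of granulocytes and macrophages, 11 of 11 in each list, rose with medians of 1.91 and 1.80 (adjusted p = 0.087 and 0.15 with an estimated correlation), while all 12 hepatocyte markers rose by a smaller median of 0.75, which held with an estimated correlation (adjusted p = 0.0096). At an adjusted p of at most 0.05, 10092 of 15310 probe sets (65.9%) differed between at least 1 pair of time points, or 9476 of 14506 genes. At an unadjusted p of at most 0.05, the threshold of the methods, the number was 10484 (68.5%). Without P1 replicate 1, the liver array least like its group, 10433 probe sets passed.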

Microarray data showed that 54.28% of genes expressed in the liver had an altered expression at least at one point of the time series (“active genes”). In skeletal muscle, 63.81% of the genes expressed were identified as “active”. 

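In muscle, genes of the contractile apparatus rose steeply and genes of cell division fell. *Ckm*, the muscle creatine kinase, went from 9.07 ± 0.25 at F16 to 13.46 ± 0.05 at P4 (log2 signal, SD, n = 5), and *Tnni2*, the fast troponin I, changed by 4.37 (SE 0.18, limma adjusted p = 3.4e-16). All 18 measured genes of adult fast fibres rose, with a median log2 change of 2.67 (camera adjusted p = 3.2e-14, adjusted p = 0.29 with an estimated correlation). Of 10 slow fibre genes, 9 rose with a median of 2.10 (adjusted p = 1.2e-05, adjusted p = 0.29 with an estimated correlation), among them *Myl3* (3.41) and *Myl2* (2.84), light chains of slow myosin. Cell cycle genes fell in 29 of 30 cases with a median of -0.62 (adjusted p = 9.1e-08, adjusted p = 0.29 with an estimated correlation). Markers of other cell types moved with these groups. Of 7 keratinocyte markers 6 rose (median 1.83), of 14 fibroblast markers 11 rose and 2 fell (median 0.87), all 11 erythroid markers rose (median 1.65) and 8 of 9 adipocyte markers rose (median 1.90), with adjusted p of 0.29, 0.29, 0.29 and 0.40 with an estimated correlation. The epidermal keratin *Krt1* went from 8.96 ± 0.56 to 12.97 ± 0.24. In total 11013 of 15310 probe sets (71.9%) differed between time points, and 11251 (73.5%) at an unadjusted p of at most 0.05. Without 4 arrays that lie apart from their groups (F16 replicate 5, F20 replicates 4 and 5, F22 replicate 5), a setting chosen after the data were seen, the count was 11248.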

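Among the 283 genes of 17 mitochondrial lists, falls outnumbered rises in liver and rises outnumbered falls in muscle between F16 and P4, though not in every interval nor in every set of mitochondrial genes. *Idh3a*, a subunit of the isocitrate dehydrogenase of the citric acid cycle, fell by 1.12 (SE 0.06) in liver and rose by 0.69 (SE 0.06) in muscle between F16 and P4, a difference of -1.80 (SE 0.09, limma adjusted p = 6.4e-21). Of 68 genes of the mitochondrial ribosome, 48 fell and 4 rose in liver (median -0.35, camera adjusted p = 1.0e-04, adjusted p = 0.50 with an estimated correlation), among them *Mrpl21* (-1.16, SE 0.06) and *Mrpl35* (-1.03, SE 0.06). In muscle 29 of these fell and 6 rose, and the list did not pass (median -0.11, adjusted p = 0.11). Over the lists together, 67 genes rose and 124 fell in liver between F16 and P4, and 111 rose and 78 fell in muscle. In muscle 52 rose and 98 fell from F16 to F22, and in liver 75 rose and 54 fell from F22 to P1. In liver 236 of them (83.4%) differed between time points against 63.3% of 13358 genes outside these lists and Tables S2 and S3 (Fisher's exact test, odds ratio 2.91, p = 1.9e-13), and in muscle 232 (82.0%) against 70.8% (odds ratio 1.87, p = 2.7e-05). Among probe sets whose mean over all arrays lay above the median signal of the tissue, a comparison added after the data were seen, the share was 86.3% against 89.1% in liver (odds ratio 0.768, p = 0.14 by the same exact test) and lower, 85.8% against 92.1%, in muscle (odds ratio 0.521, p = 6.0e-04). Compared within classes of like mean signal, also added then, the Mantel-Haenszel odds ratio was 0.576 in liver (95% confidence interval 0.414 to 0.801) and 0.498 in muscle (0.363 to 0.684). Of the 1044 genes of Tables S2 and S3 that could be matched by symbol, 953 (91.3%) changed in liver and 910 (87.2%) in muscle, and between F16 and P4 falls outnumbered rises in both tissues, with 359 rising and 487 falling in liver and 348 and 411 in muscle. These were chosen by the study for a change on the same arrays, and their shares and directions are not independent evidence. Genes on a common list are not independent of each other, which the Fisher's exact test does not take into account.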

Regarding mitochondrial genes, 82.56% were “active” in the liver vs. 87.26% in skeletal muscle. Interestingly, 70% of these “active” mitochondrial genes in the liver had been differentially expressed, even prenatally (comparing period F16–F22). 

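Between F16 and F22, enzymes of fatty acid oxidation and of the urea cycle rose in liver while the mitochondrial ribosome fell. *Cpt1a*, which admits long-chain fatty acids to mitochondria, changed by 2.01 in this interval (limma adjusted p = 4.6e-08), and *Cps1*, the mitochondrial entry enzyme of the urea cycle, by 5.31 (adjusted p = 7.2e-17), after which it moved by 0.26 from F22 to P1 (adjusted p = 0.13). All 20 fatty acid beta-oxidation genes rose before birth, with a median log2 change of 0.92 (camera adjusted p = 2.3e-15, adjusted p = 0.031 with an estimated correlation). Of 7 urea cycle genes 5 rose and none fell (median 1.13, adjusted p = 2.0e-05, adjusted p = 0.11 with an estimated correlation). Of the ribosomal list 47 members fell and 3 rose (4 rose and 50 fell when adjusted over the list alone), with a median of -0.26 (adjusted p = 2.9e-04, adjusted p = 0.53 with an estimated correlation). Of the mitochondrial import list 14 of 22 fell and 2 rose, with a median of -0.21 (adjusted p = 0.039, adjusted p = 0.67 with an estimated correlation). In the same interval 8 of 11 erythroid markers fell (median -0.54) and 10 of 12 hepatocyte markers rose (median 0.50). The macrophage markers had a larger median change of 1.78. Among the active genes of the 17 mitochondrial lists, 165 of 236 (69.9%) changed between F16 and F22, and 49 genes of these lists rose and 118 fell. Among the matched genes of Tables S2 and S3, which the study chose on these arrays, 72.3% of the active genes changed in liver (283 of the matched genes rose and 411 fell). In muscle the shares were 62.9% (146 of 232) for the 17 lists and 74.3% for the tables.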

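Around birth, liver genes of bile acid handling, drug metabolism and gluconeogenesis rose and cell cycle genes fell. *Cyp2e1*, a cytochrome P450 that oxidises ethanol and ketones, had a log2 difference of -0.02 between F16 and F22 (limma adjusted p = 0.98) and rose by 5.30 from F22 to P1 (adjusted p = 1.7e-08). *Pck1*, the cytosolic PEP carboxykinase of gluconeogenesis, rose by 0.92 before F22 and by 5.15 from F22 to P1 (adjusted p = 3.0e-11). Of 20 drug metabolising enzymes, 15 rose and 1 fell in this interval (median 2.09, camera adjusted p = 9.9e-11, adjusted p = 0.017 with an estimated correlation). Of 12 genes of bile acid synthesis and transport, 10 rose (median 1.89, adjusted p = 3.3e-12, adjusted p = 0.0060 with an estimated correlation). Of 11 genes of gluconeogenesis, 9 rose and 1 fell (10 rose when adjusted over the list alone; median 0.93, adjusted p = 6.5e-05, adjusted p = 0.054 with an estimated correlation). All 30 cell cycle genes fell (median -0.96, adjusted p = 4.2e-28, adjusted p = 0.017 with an estimated correlation), and so did all 11 erythroid markers (median -0.66, adjusted p = 1.2e-09, adjusted p = 0.081 with an estimated correlation). From F22 to P1, 2125 probe sets rose and 3220 fell, of which 308 and 167 changed more than 2-fold. From P1 to P4, 609 rose and 748 fell, with 24 and 45 changing more than 2-fold (1715 and 1757 passed at an unadjusted p, 3472 in all). The P1 arrays were the least alike of the liver groups, and without P1 replicate 1 the counts were 5683 and 2028. GO terms were not tested here, and the lists named are those fixed for this work.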

No GO Terms were identified as significantly changed in the intervals F22–P1 and P1–P4 in the liver.

Among the biological processes that did significantly change in both tissues (in the interval F16–P4), four GO Terms were identified. “Amino-acid betaine metabolic process” (12 genes) and “endocytosis” (335 genes) were significantly upregulated, “mitochondrial genome maintenance” (25 genes) decreased in the liver and skeletal muscle. 

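The genes that Table 1 names for the betaine term rose in liver and went both ways in muscle. *Dmgdh*, a mitochondrial dehydrogenase of choline breakdown, went from 6.65 ± 0.22 at F16 to 11.23 ± 0.17 at P4 in liver (SD, n = 4), while its log2 change in muscle was -0.24 (SE 0.06, limma adjusted p = 0.0019), a difference of 4.83 between tissues (SE 0.14, adjusted p = 2.0e-27). *Bbox1*, which makes carnitine, rose by 2.70 (SE 0.20) in liver and 0.76 (SE 0.11) in muscle. Of 11 measured genes of this term, 10 rose and 1 fell in liver (median 1.65, camera adjusted p = 1.0e-05, adjusted p = 0.032 with an estimated correlation), and 6 rose and 4 fell in muscle (median 0.46, adjusted p = 0.15). Table 1 names only part of the endocytosis term, so that its genes do not test the whole term. Of the 23 measured genes named for endocytosis, 15 rose and 8 fell in muscle (median 1.01, adjusted p = 0.0064, adjusted p = 0.30 with an estimated correlation). *Cav1* and *Cav2*, coat proteins of caveolae, rose there by 2.04 (SE 0.10) and 2.32 (SE 0.12), against -0.17 (SE 0.23, adjusted p = 0.56) and 0.29 (SE 0.16, adjusted p = 0.15) in liver. In liver 6 endocytosis genes rose and 11 fell (median -0.17, adjusted p = 0.84). Markers of macrophages and endothelium rose in both tissues alongside. In muscle, 9 of 11 macrophage markers rose (median 1.00) and 7 of 9 endothelial markers (median 0.55), and in liver all 9 endothelial markers rose (median 0.61), with adjusted p of 0.29, 0.40 and 0.37 with an estimated correlation. For mitochondrial genome maintenance, 5 of 18 measured genes rose and 9 fell in liver, and 7 rose and 8 fell in muscle (adjusted p = 0.96 and 0.84; 6 rose in liver and 9 fell in muscle when adjusted over the list alone). *Polg*, the mitochondrial DNA polymerase, rose by 0.99 (SE 0.09) in liver and 0.27 (SE 0.06) in muscle, where P1 and P4 together differed from the foetal time points by -0.069 (adjusted p = 0.15), and the helicase *Pif1* fell by 1.11 (SE 0.06) and 0.36 (SE 0.09). The study took these lists from the same arrays, so that their counts are not independent evidence of a direction.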

“Regulation of peptidyl-serine phosphorylation” (86 genes) increased in the liver, but decreased in skeletal muscle (selected genes are listed Table 1). 

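The genes that Table 1 names for the regulation of peptidyl-serine phosphorylation include kinases and secreted ligands. *Akt2*, a kinase of insulin signalling, fell by 0.45 (SE 0.06, limma adjusted p = 1.2e-06) in liver and rose by 0.62 (SE 0.04, adjusted p = 6.0e-12) in muscle, which is a difference of -1.07 (SE 0.07, adjusted p = 4.8e-17). *Gsk3a*, a kinase that inhibits glycogen synthesis, fell by 0.90 (SE 0.07) in liver and by 0.19 in muscle. The neurotrophin *Ntf3* fell by 0.27 (SE 0.10) in liver, and in muscle from 10.34 ± 0.11 to 8.64 ± 0.20 (SD, n = 5). *Gas6*, a ligand of receptor tyrosine kinases, rose by 2.33 (SE 0.17) and 2.13 (SE 0.10), with a difference of 0.20 between tissues that did not pass (SE 0.20, adjusted p = 0.41). Of 23 measured genes of this term, 3 rose and 14 fell in liver (median -0.27, camera adjusted p = 0.17), and 11 rose and 10 fell in muscle (median 0.07, adjusted p = 0.47). *Cav1*, *Gas6* and the secreted ligand *Wnt5a* are also named for endocytosis. The list was chosen by the study on these arrays. Table 1 names only part of this term, so that these counts do not test the whole term.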

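The genes that Table 2 names for fatty acid oxidation rose in liver, and those for protein import fell. *Acadvl* and *Acadl*, acyl-CoA dehydrogenases of very long and long chains, rose by 1.58 (SE 0.06, n = 4 per group, limma adjusted p = 7.8e-14) and 1.65 (SE 0.09, adjusted p = 8.3e-12) between F16 and P4. *Gcdh*, which breaks down glutaryl-CoA, went from 10.16 ± 0.22 to 11.88 ± 0.08 (SD). All 13 genes of beta-oxidation by acyl-CoA dehydrogenases rose (median 1.65, camera adjusted p = 1.5e-09, adjusted p = 0.032 with an estimated correlation). Of 10 long-chain fatty acid genes, 7 rose and 3 fell (median 0.74, adjusted p = 0.022, adjusted p = 0.075 with an estimated correlation), with *Slc27a2* at 1.98 (SE 0.09) and *Acsl3* at -0.81 (SE 0.22). Of 10 genes of import into the matrix, 8 fell and 1 rose (median -0.40, adjusted p = 0.040, adjusted p = 0.39 with an estimated correlation). *Tomm40*, the pore of the outer membrane, changed by -0.89 (SE 0.08), and *Grpel1*, a co-chaperone of the import motor, by 0.37 (SE 0.12). The other 7 lists of the table did not pass camera (adjusted p of 0.27 to 0.96). For tetrahydrofolate, *Mthfd1l* fell by 1.85 (SE 0.07) and *Mthfs* rose by 0.68 (SE 0.10). For fission, *Dnm1l* fell by 0.81 (SE 0.10) and *Mul1* rose by 0.64 (SE 0.10). For glutathione, *Gstk1* rose by 2.02 (SE 0.13) and *Gstp1* fell by 1.27. Hepatocyte markers rose in the same interval (12 of 12), and the study chose these lists on the same arrays.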

In the liver, the analysis of the set of significantly changed mitochondrial genes revealed that ten GO Terms were significantly enriched (Table 2). 

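In muscle, oxidative genes rose, by small medians over the lists and by more in single genes. *Cpt1b*, the muscle form of the carnitine palmitoyltransferase of the outer membrane, went from 7.21 ± 0.13 at F16 to 10.94 ± 0.15 at P4 (SD, n = 5), and *Cox6a2*, the striated muscle form of a cytochrome c oxidase subunit, from 9.32 ± 0.34 to 12.38 ± 0.08. Of 33 complex I subunits, 18 rose and none fell (median 0.24, camera adjusted p = 0.0046, adjusted p = 0.69 with an estimated correlation), among them *Ndufb9* (0.56, SE 0.09) and *Ndufv2* (0.51, SE 0.06). Of 18 ATP synthase genes 15 rose and 2 fell (median 0.29, adjusted p = 0.010, adjusted p = 0.63 with an estimated correlation). Of 15 genes of the citric acid cycle 11 rose and 2 fell (median 0.37, adjusted p = 0.0064, adjusted p = 0.54 with an estimated correlation). In liver the same lists did not pass, with 6 complex I subunits rising and 7 falling (median -0.02, adjusted p = 0.94). Of the lists of Table 2, beta-oxidation by acyl-CoA dehydrogenases (8 of 13 rose), long-chain fatty acids (5 of 10), ATP metabolism (11 of 15 rose, 2 fell) and NADH metabolism (6 of 8) passed in muscle with medians of 0.39, 0.34, 0.28 and 0.35, and adjusted p of 0.0064, 0.024, 0.013 and 0.016. With an estimated correlation their adjusted p were 0.40, 0.30, 0.58 and 0.44. All 9 muscle fibre markers rose as well, with a median of 2.11 (adjusted p = 0.29 with an estimated correlation). Of all 72 lists, 31 passed in muscle with the preset correlation of 0.01 and 0 with an estimated correlation in camera (9 at an unadjusted p of at most 0.05), while fry, which asks whether the genes of a list move one way, passed 61.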

No such enrichment in any GO Term was identified in skeletal muscle. The Supplementary Material contains the tables showing the significantly changed GO categories for every mentioned profile and/or the tables of gene symbols co-clustered in this analysis (Table S1).

Among the “mitochondrial” genes, we searched for those connected with CoQ biosynthesis (Table 3). 

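*Coq8a*, an atypical kinase-like protein needed for CoQ synthesis, rose most among the CoQ genes of the liver, from 7.55 ± 0.09 at F16 to 9.66 ± 0.19 at P4 (log2 signal, SD, n = 4; log2 change 2.11, SE 0.11, limma adjusted p = 1.9e-12). The methyltransferases *Coq3* and *Coq5* fell from 9.93 ± 0.05 to 9.34 ± 0.04 (adjusted p = 5.4e-08) and from 9.27 ± 0.12 to 8.73 ± 0.14 (adjusted p = 4.7e-05). *Coq9*, a lipid-binding protein of the CoQ synthesis complex, rose by 0.27 (SE 0.08, adjusted p = 0.0085). *Coq8b*, a paralogue of *Coq8a*, rose by 0.30 (SE 0.06), *Coq10a*, a CoQ-binding protein, by 0.47 (SE 0.11), and *Pdss2*, a subunit of the synthase of the isoprenoid tail, fell by 0.20 (SE 0.06, adjusted p = 0.0060). The others were *Coq2* (0.13, adjusted p = 0.093), *Coq4* (0.10, adjusted p = 0.28), *Coq6* (-0.03, adjusted p = 0.79), *Coq7* (0.04, adjusted p = 0.64) and *Coq10b* (-0.20, adjusted p = 0.68). Of the 12 measured genes of CoQ biosynthesis 4 rose and 3 fell, also when adjusted over the list alone, and the list as a whole did not shift (median 0.07, camera adjusted p = 0.58). With the arrays quantile-normalised again within the tissue, 5 rose and 2 fell. *Pdss1* is not named in the probe table and is not analysed here.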

In the liver, *Coq3*, *Coq5* decreased, while *Coq9* increased significantly as well as *Coq8a* (formerly *Adck3* or *Cabc1*). In skeletal muscle, *Coq4* decreased significantly. 

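In muscle, *Coq8a* and *Coq10a* rose most, the latter from 8.37 ± 0.06 at F16 to 9.69 ± 0.11 at P4 (SD, n = 5; log2 change 1.32, SE 0.13, limma adjusted p = 1.4e-09). *Coq4*, a scaffold protein of the CoQ synthesis complex, fell from 9.04 ± 0.06 to 8.67 ± 0.13 (-0.37, SE 0.06, adjusted p = 7.7e-06), with -0.36 of this reached by F22 (adjusted p = 1.6e-05). The hydroxylase *Coq6* rose by 0.35 (SE 0.06, adjusted p = 6.0e-06) and *Coq9* by 0.38 (SE 0.08, adjusted p = 1.1e-04). *Coq3* rose by 0.18 (SE 0.08, adjusted p = 0.038), which did not pass with the arrays centred on their medians (0.13, adjusted p = 0.17). Of 12 measured genes 5 rose and 1 fell, and with the arrays so centred 4 rose and 3 fell. The list as a whole did not shift (median 0.09, camera adjusted p = 0.25). *Coq2* (-0.12), *Coq5* (-0.09), *Coq7* (0.09), *Coq8b* (0.09), *Pdss2* (-0.12) and *Coq10b* (0.03) did not pass. The change of *Coq4* differed between tissues by 0.48 (SE 0.10, adjusted p = 5.6e-05), and that of *Coq3* by -0.78 (SE 0.10, adjusted p = 1.3e-08).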

In both tissues, *Coq8a* and *Ndufa9* increased several-fold (four- and three-fold, respectively. 

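*Coq8a* was higher at P4 than at F16 by a factor of 4.32 in liver and of 5.53 in muscle, where it went from 7.59 ± 0.16 to 10.06 ± 0.25 (log2 signal, SD, n = 5; log2 change 2.47, SE 0.17, limma adjusted p = 4.5e-12). With P1 and P4 set against the foetal time points together, *Coq8a* was higher by a factor of 2.73 in liver and 3.78 in muscle. In liver it rose by 0.91 before F22 and by 0.94 from F22 to P1. It did not pass there from P1 to P4 (0.26, adjusted p = 0.15). In muscle it stood at 7.59 at F16 and 7.54 at F20, and rose by 0.85 between F16 and F22 (adjusted p = 1.3e-04). It then rose from 8.44 at F22 to 9.49 at P1 (adjusted p = 1.0e-04) and by 0.56 from P1 to P4 (adjusted p = 0.013). The F22 mean includes replicate 5 at 9.28, while the other F22 arrays lay between 8.04 and 8.43. This array lay within the P1 arrays (9.25 to 9.75), so that the share of the rise before F22 depends partly on it. The tissues' changes of *Coq8a* did not differ past the threshold (-0.35, SE 0.22, adjusted p = 0.18). *Ndufa9*, a subunit of complex I, went from 11.29 ± 0.06 to 11.32 ± 0.06 in liver (n = 4), a factor of 1.02 that did not pass (adjusted p = 0.72). In muscle it rose from 11.40 ± 0.14 to 11.75 ± 0.12, a factor of 1.27 (log2 change 0.35, SE 0.07, adjusted p = 9.6e-05). *Ndufs1*, the largest subunit of complex I, changed by -0.24 (SE 0.08) in liver and 0.27 (SE 0.05) in muscle.

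**Figure D1:**
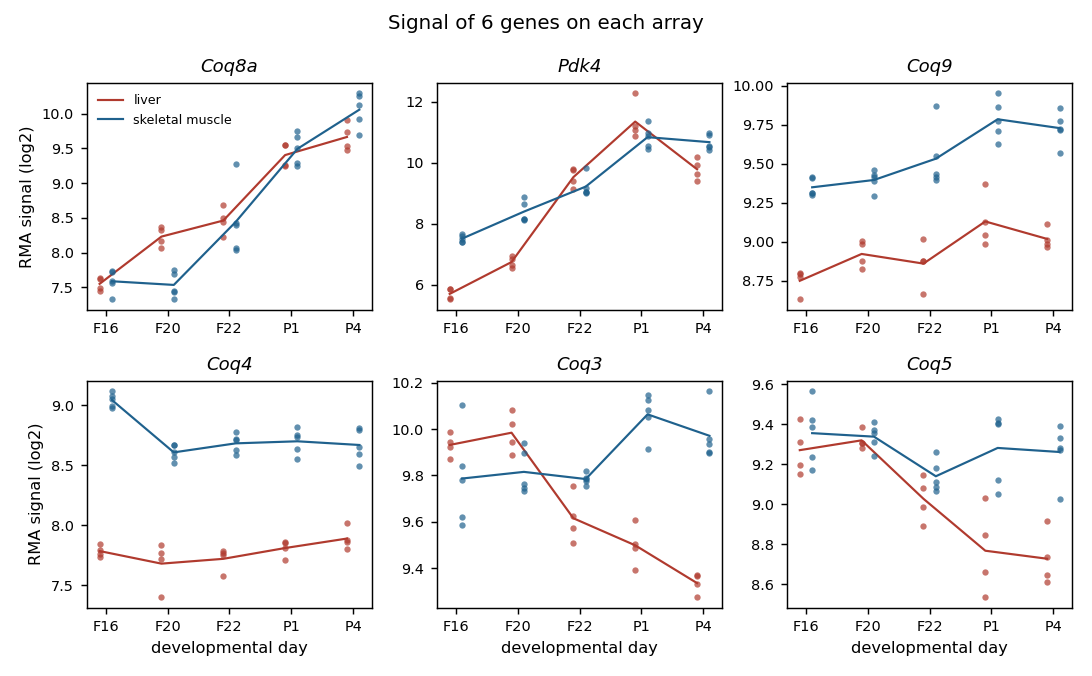
RMA signal (log2, y axis) of Coq8a, Pdk4, Coq9, Coq4, Coq3 and Coq5 against the developmental day (x axis), with 1 point per array, 4 per time point in liver (red) and 5 in muscle (blue), and lines through the means. Coq8a and Pdk4 rise in both tissues, and Coq3 falls in liver by 0.60 on the log2 scale.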

Pearson’s correlation-based hierarchical clustering revealed that in the liver, the expression of *Coq2*, *Coq4*, *Coq7* and *Coq9* increased after birth (Figure 5a). 

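With P1 and P4 set against the foetal time points together, 5 CoQ biosynthesis genes were higher after birth in liver and 2 were lower. *Coq4*, at 7.79 ± 0.05 at F16 and 7.89 ± 0.09 at P4 (SD, n = 4), was 0.12 higher by this contrast (limma adjusted p = 0.048). *Coq2*, the prenyltransferase that joins head and tail of CoQ, was 8.95 ± 0.07 at F16 and 9.08 ± 0.08 at P4, with a postnatal difference of 0.08 (adjusted p = 0.087) and one of 0.13 between F16 and P4 (adjusted p = 0.093), which was 0.26 (adjusted p = 0.0010) with the arrays quantile-normalised again. *Coq7*, the hydroxylase of the penultimate step, had a postnatal difference of 0.05 (adjusted p = 0.28) and a difference of 0.15 between F22 and P1 (adjusted p = 0.083). By the same normalisation this last value was 0.21 (adjusted p = 0.015). *Coq9* rose by 0.27 from F22 to P1 (adjusted p = 0.014), which did not pass without F22 replicate 4 (adjusted p = 0.064) or without P1 replicate 1 (adjusted p = 0.055).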

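Across the 25 muscle arrays, *Coq10a*, *Coq9*, *Coq6* and *Ndufa9* followed *Coq8a* most closely, with Pearson's r of 0.95, 0.88, 0.86 and 0.81 (permutation test, 2-sided, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3.3e-05 over 13 genes). *Coq3* had r = 0.62 (p = 0.0010, adjusted p = 0.0027), and *Tfam*, the mitochondrial transcription factor, r = -0.45 (p = 0.022, adjusted p = 0.049), which passed in 10 of 25 cases with 1 array left out. *Coq7* and *Coq5* had r = 0.25 (p = 0.24, adjusted p = 0.31) and -0.11 (p = 0.59, adjusted p = 0.64). Spearman's rho was 0.91 for *Coq10a*, 0.77 for *Coq9*, 0.80 for *Coq6*, 0.82 for *Ndufa9* and 0.67 for *Coq3* (adjusted p of at most 8.6e-04 by the same test), 0.33 for *Coq7* (adjusted p = 0.18), -0.07 for *Coq5* (adjusted p = 0.82), -0.36 for *Tfam* (adjusted p = 0.14) and -0.47 for *Coq2* (adjusted p = 0.045), which had r = -0.42 (adjusted p = 0.072). With the 5 F18 arrays added, *Coq2* (r = -0.48, adjusted p = 0.018) and *Coq8b* (r = 0.39, adjusted p = 0.046) passed as well. These values include the change with age. On deviations from the time point means, r was 0.86 for *Coq10a*, 0.72 for *Coq9*, 0.64 for *Coq6* and 0.52 for *Ndufa9* (adjusted p = 0.025 for the last), and 0.24 for *Coq3* (adjusted p = 0.35). Single arrays decide several of these values, as leaving out each in turn, a step added after the data were seen, showed. Without F22 replicate 5 the r on deviations was 0.70 for *Coq10a*, 0.44 for *Coq9* (adjusted p = 0.059), 0.72 for *Coq6* and 0.65 for *Ndufa9*, and *Coq7* (r = 0.73, adjusted p = 7.4e-04) and *Coq5* (r = 0.60, adjusted p = 0.0050) passed. Without P4 replicate 3 it was 0.45 for *Ndufa9* (adjusted p = 0.090), and without F16 replicate 4 *Pdss2* passed (r = 0.64, adjusted p = 0.0018). Without the 2 arrays farthest from the median of *Coq8a*, P4 replicates 1 and 2, r was 0.94 for *Coq10a*, 0.87 for *Coq9*, 0.82 for *Coq6*, 0.76 for *Ndufa9*, 0.66 for *Coq3* and -0.50 for *Tfam*. In the 20 liver arrays *Coq8b* (r = 0.86), *Coq10a* (0.79), *Coq9* (0.73) and *Coq2* (0.53, adjusted p = 0.033) rose with *Coq8a*, *Coq3* (r = -0.86), *Tfam* (-0.82) and *Coq5* (-0.80) went against it, and no gene passed there on deviations from the time point means (lowest adjusted p = 0.35, lowest unadjusted p = 0.083).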

In skeletal muscle, this was not found as a general trend, but the expression profiles of *Coq3*, *Coq5*, *Coq6*, *Coq7*, *Coq9* and *Ndufa9* correlated with the increasing content of *Coq8a* after birth (Figure 5b). Microarray data were also analysed in STEM [47], appropriate for the time series data. In the liver, we identified four clusters with a significantly enriched number of genes, correlating with 10 distinct profile types. Four of them were descending with age (see Appendix A, Table A1), while the rest were ascending. 

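Genes that rose in liver include those of plasma proteins and enzymes of nitrogen and glucose metabolism. *Hp*, the haemoglobin-binding haptoglobin, reached most of its rise before birth, with 5.08 by F22 (limma adjusted p = 4.0e-20) of 5.56 by P4 (SE 0.07, n = 4). *Fbp1*, fructose bisphosphatase, rose by 3.91 before F22 and 5.17 in all (SE 0.10), while *Asl*, argininosuccinate lyase, had 0.29 by F22 (adjusted p = 0.15) and rose by 1.94 from F22 to P1 (adjusted p = 2.3e-08). All 13 acute phase genes rose between F16 and P4 (median 3.91, camera adjusted p = 6.1e-13, adjusted p = 0.0096 with an estimated correlation), and 6 of 7 urea cycle genes (median 2.55, adjusted p = 2.0e-05, adjusted p = 0.12 with an estimated correlation). Among genes with a fall, *Slc7a11*, the cystine transporter, rose by 3.54 to F22 and fell by 3.34 from F22 to P1 (adjusted p = 7.5e-07), and *Dlk1*, a marker of hepatoblasts, fell by 3.68 (SE 0.13) over the series. In glycolysis 15 of 19 genes fell and 1 rose (median -0.55, adjusted p = 7.4e-04, adjusted p = 0.22 with an estimated correlation). Alongside, hepatocyte markers rose and erythroid markers fell from F16 to P4. Between F16 and P4, 3451 probe sets rose and 5270 fell, with 1054 and 955 changing more than 2-fold. The profiles of STEM were not fitted again.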

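At birth, muscle genes that respond to glucocorticoids rose together. *Zbtb16*, a transcription factor induced by glucocorticoids, rose by 2.01 from F22 to P1 (limma adjusted p = 2.3e-12, n = 5 per group), and *Klf9*, another glucocorticoid target, by 1.93 (adjusted p = 6.1e-12). Of 14 measured genes of this list 10 rose (median 0.76, camera adjusted p = 7.2e-16, adjusted p = 0.0026 with an estimated correlation), the 1 list of 72 that passed in muscle in this interval with an estimated correlation. Clock genes rose in 10 of 14 cases (11 when adjusted over the list alone; median 0.35, adjusted p = 1.3e-10, adjusted p = 0.053 with an estimated correlation), among them the repressors *Nr1d2* (0.96) and *Nr1d1* (0.73). Fatty acid beta-oxidation genes rose in 15 of 20 cases (17 when adjusted over the list alone; median 0.29, adjusted p = 4.5e-11, adjusted p = 0.17 with an estimated correlation). *Pnpla2*, the triglyceride lipase, rose by 1.81 (adjusted p = 6.7e-06), and lipogenic and sterol genes fell in 9 of 16 cases and rose in 1 (11 and 2 when adjusted over the list alone; median -0.36, adjusted p = 4.5e-04, adjusted p = 0.35 with an estimated correlation). The immediate early genes *Fos* (1.12) and *Atf3* (1.48), which respond to handling of tissue as well as to stimuli, rose in the same interval. Of their 16 listed genes 10 rose (11 when adjusted over the list alone), with an adjusted p = 0.18 with an estimated correlation.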

In skeletal muscle, we identified six clusters with 10 profiles again (three of them descending), possibly playing a role in the expression switch during the perinatal phase. The list of all genes clustered in Table A1 is attached in the Supplementary Material (Table S1).

CoQ is a cofactor of several enzymes; hence, we also clustered the genes that code for complex I (including assembly factors), proline dehydrogenase, glycerol-3-phosphate dehydrogenase, electron-transferring-flavoprotein dehydrogenase and dihydroorotate dehydrogenase (quinone) (Appendix A, Figure A2). Some of these genes were found to be significantly enriched according to GO analysis (see Table 2)—*Etfa*, *Etfb*, *Etfdh*, *Ndufaf7*, *Gpd1 and Gpd2*).

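Most of the measured dehydrogenases that pass electrons to CoQ rose in liver, and some fell. *Etfdh*, the electron transfer flavoprotein dehydrogenase, went from 9.38 ± 0.07 at F16 to 11.19 ± 0.06 at P4 (SD, n = 4; log2 change 1.82, SE 0.06, limma adjusted p = 8.9e-15), and its substrate subunits *Etfa* and *Etfb* rose by 0.98 (SE 0.07) and 1.07 (SE 0.06). *Gpd1*, the cytosolic glycerol-3-phosphate dehydrogenase, rose by 2.29 (SE 0.15) in liver and 2.84 (SE 0.37) in muscle, where 2.20 of the rise lay between F22 and P1 (adjusted p = 1.7e-04). Its mitochondrial partner *Gpd2* fell by 0.79 (SE 0.20) in liver, and its difference of 0.09 in muscle did not pass (adjusted p = 0.30). *Prodh*, proline dehydrogenase, rose by 2.26 (SE 0.21) in liver and fell by 0.70 (SE 0.12) in muscle, a difference between tissues of 2.96 (SE 0.24, adjusted p = 6.6e-14). *Dhodh*, which feeds electrons from pyrimidine synthesis, fell by 0.40 (SE 0.08) and 0.31 (SE 0.06). *Sqor*, the sulphide dehydrogenase, rose by 2.58 (SE 0.22) and 1.22 (SE 0.10). Of 10 CoQ-dependent dehydrogenases 7 rose and 2 fell in liver (median 1.45, camera adjusted p = 9.9e-04, adjusted p = 0.034 with an estimated correlation). In muscle 6 rose and 2 fell, and the list did not pass (median 0.44, adjusted p = 0.058). Hepatocyte markers rose and erythroid markers fell in liver over the same interval. Of the complex I subunits in liver, *Ndufa6* rose by 0.95 (SE 0.08) and *Ndufa12* fell by 0.43 (SE 0.06). Several of these genes are named by the paper from the same arrays. *Ndufaf7* is not analysed here.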

From the STEM results, we analysed the genes annotated with the GO term “mitochondrion” (GO:0005739), identifying 164 genes to be co-clustered in profiles with significantly more genes than expected in the liver. The expression changes in these genes resembled the following profiles: cluster 29—(0.0, 1.0, 1.0, 3.0, 2.0), cluster 66—(0.0, 1.0, 2.0, 3.0, 4.0), cluster 67—(0.0, 1.0, 1.0, 1.0, 1.0) and cluster 70—(0.0, −1.0, 1.0, 2.0, 2.0) (see the profiles of these clusters during the observed period in Figure 6). 

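The 4 profiles differed in when their genes rose in liver. Of the 164 genes that Table S1 gives for them, 152 were matched by symbol. The 16 matched genes of profile 70 had a median of 0.33 above F16 at F22 (log2) and of 2.18 at P1. The 11 of profile 67 stood at 1.67 by F22 and at 1.26 at P1, and the 74 of profile 66 at 0.48 by F20 and 1.88 at P1. The 51 genes of profile 29 had their highest median, 1.60, at P1, and 1.27 at P4. The study chose these genes by their time course on the same arrays, which fixes the direction and the timing. The difference in timing between profiles is therefore not independent evidence.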

Only 12 of these genes decreased their expression during development, and the decrease was observed prenatally (between F16 and F22). 

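Few of the profile genes were below their F16 level at F22. Of the 152 matched genes, 7 had a mean at F22 below that at F16 in liver (n = 4 arrays each), 5 of them in profile 70 and 2 in profile 29, and 1 of these falls passed limma at an adjusted p of at most 0.05. At F20, 10 genes had a mean below F16, and 21 had a step down between neighbouring foetal time points. In contrast 130 of the genes rose between F16 and F22.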

All co-clustered genes showed a higher expression after birth than at F16. 

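All 152 matched genes had means above F16 at both P1 and P4 in liver, and all passed limma as higher after birth (mean of P1 and P4 against F16, also when adjusted over the list alone). The median difference was 1.79 on the log2 scale, or a factor of 3.46, from 1.37 in profile 67 to 2.00 in profile 70. As the genes were selected for rising profiles on the same arrays, the count is not independent evidence.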

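The same 152 genes went both ways in muscle. At P1 and P4 together 77 were higher than at F16, 23 were lower and 52 did not pass limma, with the same counts when adjusted over the list alone, and 87 had both postnatal means above F16. The median difference was 0.20 (log2; n = 5 arrays per time point). By profile the median was 0.23 for profile 29, 0.20 for profile 66, 0.28 for profile 67 and 0.0082 for profile 70. Before birth 53 rose and 32 fell between F16 and F22.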

In skeletal muscle, the same analysis revealed the GO:0005739 “mitochondrion” to be significantly changed per se, but no specific profiles were identified. The list of genes clustered to clusters 29, 66, 67 and 70 is attached in the Supplementary Material (Table S1).

Microarray data for genes annotated in GO:0005739 were analysed in TIGR MeV, betr package. This analysis revealed that, out of 1546 probes, 1091 were significantly changed in the liver (71%, Tables S2 and S3), while 821 were significantly changed in skeletal muscle (53%, Tables S2 and S3). 

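Of 350 matched mitochondrial genes that Table S3 lists for liver alone, 347 differed between time points in liver and 219 (62.6%) in muscle, where 72.1% of all 14506 genes did. Of 146 of the muscle part, 145 differed in muscle and 65 (44.5%) in liver, where 65.3% of all genes did. Of the 548 matched genes of Table S2, called by the study in both tissues, 541 passed in liver and 546 in muscle. In liver 359 genes of both tables rose and 487 fell between F16 and P4, and in muscle 348 rose and 411 fell. *Cs*, citrate synthase, fell by 1.12 (SE 0.07, limma adjusted p = 1.2e-11, n = 4 per group) in liver (-0.19 by another probe set, adjusted p = 0.022), and *Sdha*, the flavoprotein subunit of succinate dehydrogenase, rose by 0.63 (SE 0.06, adjusted p = 5.6e-09, n = 5 per group) in muscle. Table S2 holds 646 rows with 613 symbols, and Table S3 445 rows with 402 symbols for liver and 175 rows with 165 for muscle. The full set of mitochondrial probes of the array is not used here, and genes chosen for a change on these arrays give no independent share.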

To find out which genes are perinatally important regardless of tissue origin, genes were weight-ranked according to the fold change. Only a *p*-value cut-off without any fold change cut-off was applied, which is suitable for mitochondrial genes [46]. We obtained 248 unique genes that were significantly changed in both tissues regardless of tissue origin (Table S4). 

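Genes changed in both tissues more often moved the same way than opposite ways. Of 14506 genes, 1572 rose in both tissues between F16 and P4 and 2810 fell in both, against 906 and 1624 if the calls were independent. Another 609 rose in liver and fell in muscle and 922 did the reverse (1130 and 1302 if independent). *Chchd10*, a protein of the mitochondrial intermembrane space named here after its values were seen, rose by 2.20 in liver and 2.73 in muscle, *Acsl1*, which activates long-chain fatty acids, by 2.17 (SE 0.07) and 2.62 (SE 0.15), and *Mgst1*, a membrane glutathione transferase, by 2.05 (SE 0.06) and 2.33 (SE 0.24). *Hbe1* fell in muscle too, by 6.72 (SE 0.46, limma adjusted p = 4.6e-12, n = 5 per group). The 11 measured erythroid markers all fell in liver and all rose in muscle (camera adjusted p = 1.6e-05 in both, adjusted p = 0.23 and 0.29 with an estimated correlation). By the test of the difference itself, the F16 to P4 change of 8627 probe sets differed between tissues, 3691 with the higher value in liver. Table S4 holds 260 probe sets with 248 symbols. All 260 differed between time points in muscle with the replicate 5 arrays grouped as in Table S4, a setting chosen after the data were seen. The study chose these probe sets for a change on the same arrays, and the grouping was picked as the closest to the values of Table S4. The count is therefore not independent evidence of a change.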

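*Pdk4*, which phosphorylates and inhibits pyruvate dehydrogenase, rose in both tissues. In liver it went from 5.70 ± 0.18 at F16 to 9.79 ± 0.35 at P4 (log2 signal, SD, n = 4; log2 change 4.09, SE 0.24, limma adjusted p = 1.1e-11), and in muscle from 7.51 ± 0.12 to 10.68 ± 0.25 (n = 5; 3.17, SE 0.18, adjusted p = 8.3e-14). In liver it rose by 3.83 from F16 to F22 and by 1.82 from F22 to P1, where it was highest (11.36 ± 0.64), and fell by 1.57 from P1 to P4 (adjusted p = 3.5e-04). In muscle it rose by 1.71 before F22 and by 1.62 from F22 to P1. Among the 229 probe sets of Table S4 that carry 1 gene symbol here, it held rank 2 in liver and rank 1 in muscle by absolute change. Among the 1044 matched genes of Tables S2 and S3, which like Table S4 the study chose on these arrays, it was first by the smaller of the absolute changes in the tissues, ahead of *Gpd1* at rank 2, and *Coq8a* was at rank 6; by the change within a tissue *Pdk4* held rank 8 in liver and 2 in muscle, and *Coq8a* rank 51 and 14. Within each tissue, by the size of its change among all 14506 genes, it held rank 82 in liver and 67 in muscle, and rank 2 in both among the 283 genes of the mitochondrial lists. Its paralogue *Pdk2* rose by 2.68 (SE 0.14) in liver and 1.18 (SE 0.12) in muscle, and *Pdk3* fell by 1.47 in liver. Of the 13 genes of the pyruvate dehydrogenase list, 4 rose and 6 fell in liver between F16 and P4. In muscle 8 of them rose from F22 to P1 (9 when adjusted over the list alone; median 0.32, camera adjusted p = 2.4e-06, adjusted p = 0.18 with an estimated correlation).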

The most differentially expressed gene was *Pdk4*, pyruvate dehydrogenase kinase, isozyme 4.

### 3.4. qPCR

Gene expression of selected genes involved in CoQ biosynthesis was validated by qPCR in a larger set of samples throughout the development of both tissues (*Coq2–6*, *Coq8a*) (Figure 7 and Figure 8). In the liver, we detected that both *Coq4* and *Coq8a* transcripts were significantly increased after birth (Figure 7a and Figure 8a). *Coq5* and *Coq6* showed a transiently increased expression around days F22 and P1, but without significance (Figure 8c,e). *Coq2* and *Coq3* were unchanged (Figure 7c,e). In skeletal muscle, *Coq3* and *Coq8a* significantly increased postnatally (four-fold increase in *Coq8a* compared to prenatal expression; Figure 7b,f). *Coq4* showed a decreasing tendency throughout the whole studied period (Figure 8b,d). Other genes (*Coq2*, *Coq6*) did not show any significant trend during perinatal development (Figure 7d and Figure 8f).

## 4. Discussion

Mitochondrial biogenesis was studied extensively in a number of models, including mice and rats, but mostly postnatally [5,30,31,49,50,51]. Later, selected proteins were also studied in human foetal liver and skeletal muscle [9,35]. This work builds upon our pilot study [33] using a broad microarray dataset from the perinatal period to illustrate the orchestration of the mitochondrial metabolic response at the transcriptional level. 

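Most of the change in fibre genes of muscle lay before F22. *Ckm* rose by 4.24 from F16 to F22 (limma adjusted p = 1.8e-18, n = 5 per group) and differed by 0.18 between F22 and P1 (adjusted p = 0.37), while *Actn3*, the fast fibre alpha-actinin, rose by 2.44 and then by 0.87 (adjusted p = 7.1e-04). All 18 fast fibre genes rose before F22 (median 2.06, camera adjusted p = 7.8e-13, adjusted p = 0.44 with an estimated correlation), and 4 rose from F22 to P1 (5 when adjusted over the list alone). Of 7 foetal and neonatal contractile genes 6 rose before F22 (median 1.14, adjusted p = 1.3e-04, adjusted p = 0.44 with an estimated correlation), among them the embryonic myosin *Myh3* (1.72). Keratinocyte markers rose alongside in 6 of 7 cases (median 1.82), with adjusted p = 0.44 with an estimated correlation. From F16 to F20, 3047 probe sets rose and 4164 fell, from F20 to F22 817 and 1862, from F22 to P1 1338 and 1194, and from P1 to P4 2791 and 2108. Between F22 and P1 the count was 4220 at an unadjusted p and 4603 with array weights. Without the 4 muscle arrays that lie apart it was 3447, and 5787 between P1 and P4. The balance of rises and falls turned in some settings, with 2193 up and 2410 down from F22 to P1 with array weights, 1654 and 1793 without the 4 arrays, and 2328 and 2401 from P1 to P4 with arrays centred on their median.

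**Figure D2:**
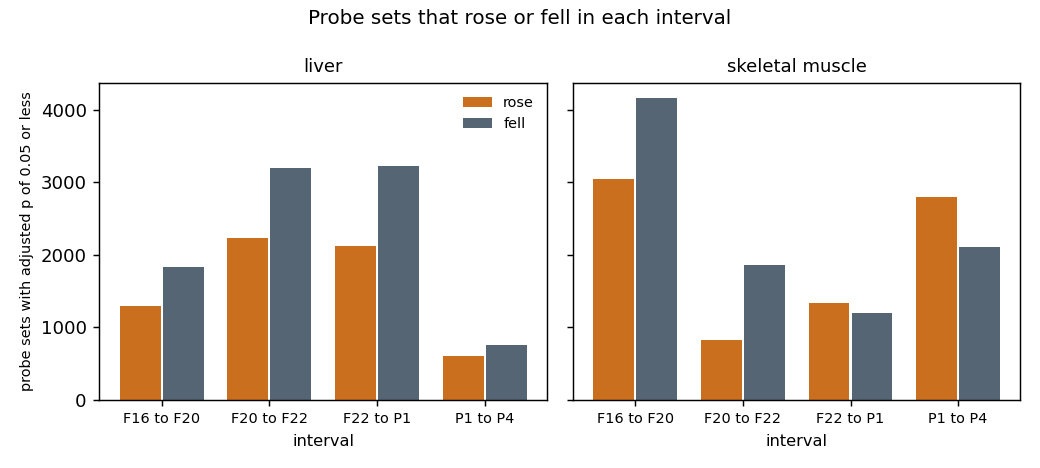
Number of probe sets (y axis) that rose or fell in each interval (x axis) in liver and muscle, at a limma adjusted p of at most 0.05. Each bar is a count over 15310 probe sets and starts at 0. The shortest liver bars are those from P1 to P4 (609 up, 748 down), and the shortest muscle bar is that of rises from F20 to F22 (817).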

Our data confirm the skeletal muscle as a model tissue whose development is rather gradual throughout the mammalian perinatal development. On the other hand, the microarray analysis emphasized significant changes in a number of mitochondrial genes which were significantly changed in the liver during the perinatal period (Table 1).

At the CoQ content level, findings in both the rat model and human tissues showed a similar trend, even though there are some limitations of using human autopsies from foetuses with genetic indications: the total CoQ content is low prenatally, significantly increasing after birth in both the liver and skeletal muscle (Figure 1). A significant increase in CoQ_10_ was already shown in the plasma of newborns [18], reaching normal adult levels within the first month of life in clinically “stable” infants. 

As indicated by our microarray data, the expression changes during the studied period are enormous. 

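The F16 to P4 changes more than 2-fold numbered 1054 upward and 955 downward in liver, and 1065 and 466 in muscle. Over changes of any size that passed, falls outnumbered rises in muscle, with 4037 rising and 5253 falling (3580 and 6182 with arrays centred on their median). Among the largest rises in muscle, *Mcpt1l1*, a mast cell protease, rose by 6.27 (SE 0.20), *Stfa3*, a cystatin of granulocytes, by 6.16 (SE 0.36), and *Mmp13*, a collagenase of bone and cartilage, by 5.67 (SE 0.51, n = 5 per group). The limb patterning gene *Hoxd13* fell from 12.36 ± 0.24 to 6.85 ± 0.10 (SD), and stood at 7.63 already at F20. In liver *Tat*, tyrosine aminotransferase, rose by 7.01 (SE 0.53), *Cyp3a2* by 7.15 (SE 0.35) and *G6pc1*, the catalytic subunit of glucose-6-phosphatase, by 5.70 (SE 0.41, n = 4 per group).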

Of all analysed genes expressed in the liver and muscle, 54.28% and 63.81% were identified as “active”, respectively, i.e., showing an altered expression at least at one point of the time series. Among these, 6–15% of genes are enriched with an organ-specific phenotype, as Cardoso-Moreira et al. identified earlier [52]. The increased CoQ_9_ level and OXPHOS activities in the liver after birth led us to concentrate on the mitochondrial metabolism (1119 and 827 out of 1546 mitochondrial genes are “active” in the liver and muscle, respectively). In agreement with our previous conclusions [33], the critical changes in rat liver occur prenatally between days F16 and F22, at least two days before birth. This means that, at the transcription level, rat liver tissue is already differentiated and mature enough to undergo transition to extra-uterine conditions by day F22. This conclusion is somewhat different from that of Hurley et al., who described a later significant change in about one-half of mitochondrial genes in the rat liver, across the F21–P7 time-course [53]. These authors claimed that genes encoding components of the respiratory chain showed no coordinated regulation, but they investigated a single foetal time point (E21; equal to our F21) and focused their work more on the early rat liver postnatal development (30 min, 4 h, 12 h, 24 h and 7 days after birth).

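By count of probe sets, more changed in liver from F16 to F22 than around birth, with 7154 (2649 up, 4505 down) against 5345 from F22 to P1. Within the prenatal span, 1298 rose and 1825 fell from F16 to F20, and 2233 rose and 3192 fell from F20 to F22. In both spans fatty acid oxidation moved. *Etfdh* rose by 1.12 before F22 and by 1.04 from F22 to P1, and *Decr1*, a reductase of unsaturated fatty acid oxidation, rose by 2.12 (SE 0.07, limma adjusted p = 1.5e-15, n = 4 per group) over the series. After F22, 19 of 20 genes of this pathway rose again (median 0.94, camera adjusted p = 3.4e-18, adjusted p = 0.017 with an estimated correlation). The prenatal span covers 6 days and the other less, so that the counts are not rates. In muscle 8390 probe sets changed from F16 to F22 and 2532 from F22 to P1. From these data the paper concludes that the critical changes of the rat liver take place before birth, from F16 to F22.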

Although we did not find the GO term “ubiquinone biosynthetic process” (GO:0006744) to be significantly changed in our study, we still validated the gene expression of selected genes using qPCR. Indeed, a microarray-based study of fibroblasts derived from patients diagnosed with primary CoQ_10_ deficiency similarly detected no changes in the overall GO term “ubiquinone biosynthetic process” (GO:0006744), although demonstrated several fold changes in the relative count of single transcripts [54]. 

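Taken as a list, genes of CoQ biosynthesis passed in muscle around birth with the preset correlation, but not with an estimated correlation. From F22 to P1, 4 of 12 measured genes rose and none fell by limma (5 rose when adjusted over the list alone; median 0.15, camera adjusted p = 0.0039, adjusted p = 0.34 with an estimated correlation). In liver 3 rose and 1 fell in this interval (median 0.14, adjusted p = 0.12). From F16 to F22, 2 rose and 3 fell in liver (4 fell when adjusted over the list alone), and 2 rose and 5 fell in muscle (median -0.02, adjusted p = 0.91). From P1 to P4, 3 rose in muscle. In liver, where *Coq8a* differed by 0.26 (adjusted p = 0.15), 1 fell (1 rose and 1 fell when adjusted over the list alone).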

Considering the individual genes, *COQ8A* (here, we showed a four-fold increase in expression after birth) together with *COQ8B* have been predicted as regulators of CoQ biosynthesis in yeast and humans [55,56]. Our data in rats show an increase in *Coq2*, *Coq4*, *Coq7* and *Coq9* expression in the liver after birth (Figure 5a) and that of *Coq3*, *Coq5–7*, *Coq9* and *Ndufa9* in skeletal muscle (Figure 5b). Cullen et al. showed that *COQ8A* interacts with *COQ3*, *COQ5*, *COQ7* and *COQ9* in HeLa cells [57,58]. This correlates with another study, which identified PTC7, which was not annotated on the microarray in our study, to be a regulator of CoQ in human HeLa and SH-SY5Y cells [59]. These authors found that the expression of *COQ5*, *COQ6*, *COQ8* and *COQ9* increases together with that of *PTC7* in starving cells, whereas the expression of *COQ1*, *COQ2*, *COQ3*, *COQ4* and *COQ7* does not [59].

In yeast, another regulator of the CoQ biosynthetic machinery was identified in PUF3, a 3’-UTR mRNA and miRNA binding protein [60]. Lapointe et al. claimed that the CoQ biosynthetic complex can be disrupted when *Pum1* and *Pum2*, the rat homologs of *PUF3*, show a lower expression, while *Coq5* shows a higher expression. We observed that both *Pum1* and *Pum2* expression decreases significantly during the F16–P4 period (data not shown). However, we were not able to find an increase in *Coq5* expression as significant by qPCR. 

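*Pum2*, an RNA-binding repressor of translation, fell in both tissues. In liver it went from 10.60 ± 0.02 at F16 to 10.18 ± 0.07 at P4 (SD, n = 4; log2 change -0.42, SE 0.06, limma adjusted p = 2.1e-06), and in muscle from 11.30 ± 0.11 to 10.86 ± 0.06 (n = 5; -0.44, SE 0.07, adjusted p = 6.0e-06).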

The 3’-UTR mRNA or miRNA binding regulators such as *Pum1* and *Pum2* target the expression of hundreds of downstream components in oxidative stress response and cell cycle regulation at the post-transcriptional level [61,62]. This regulatory mechanism was also shown for miR-127-5p, a key driver of β-ATPase subunit translation [32]. Moreover, even at the post-translational level, the interaction partners regulating the final response were identified in yeast and human cells: OCT1 and protein phosphatase PTC7 [59,63]. 

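*Pptc7*, the mitochondrial phosphatase homologous to yeast Ptc7p, rose in both tissues between F16 and P4, by 0.66 (SE 0.18, limma adjusted p = 0.0043, n = 4 per group) in liver and by 0.60 (SE 0.07, adjusted p = 2.0e-08, n = 5 per group) in muscle. The symbol OCT1 belongs to different proteins, and the paper names no rat gene for it. *Mipep*, the mitochondrial intermediate peptidase that corresponds to yeast Oct1p, rose by 0.66 (SE 0.07, adjusted p = 3.0e-08) in liver, and its difference in muscle was 0.03 (adjusted p = 0.67). *Pou2f1*, a transcription factor also called Oct-1, fell by 0.43 (SE 0.07, adjusted p = 2.6e-05) in liver and by 0.20 (SE 0.06, adjusted p = 0.0030) in muscle.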

We found that the postnatal expression of both these partners significantly increased in the rat liver, but not in rat muscle (data not shown). However, all these steps of gene expression regulation seem to be critical in mitochondrial pathology occurrence in patients [64,65].

More than 70 patients suffering from primary CoQ_10_ deficiency were described in the literature, and novel cases appear every year [66,67,68]. However, up to 123,789 patients were predicted according to the prevalence of homozygous and compound heterozygous afflicted individuals worldwide (27,321 patients carrying a mutation in *COQ8A*) [69]. This illustrates how many undiagnosed cases we might be missing.

Importantly for broader research, mitochondrial respiration is not the only function for which CoQ is essential. For instance, the CoQ_9_-deficient murine knockout model (*Mclk1* gene), which arrests development at midgestation, suggests that a properly assembled CoQ-biosynthesis complex is generally necessary for vertebrate embryonic development [70], although some genes involved in “ubiquinone biosynthetic process” are non-essential, and *Pdss2*, *Coq8a* or *Coq9* mutant mouse models do not show prenatal lethality [55,71,72]. This is why the microarray data in this publication, a total gene count of 16,557 RefSeq (Entrez), have been deposited in NCBI’s Gene Expression Omnibus [45] to be available for the broad scientific community through the GEO Series accession number GSE131012 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131012 accessed on 5 May 2021) [reviewers token: obozymwetfezxip].

## 5. Conclusions

The perinatal metabolic switch is an extremely complex process, associated with tissue proliferation and differentiation together with a rapid oxidative stress response. Moreover, this process proceeds on multiple levels—transcription, mRNA stability, post-translational modifications, etc. We used various techniques to highlight the orchestration of the perinatal metabolic switch from glycolytic to mitochondrial metabolism and compared the results with those obtained from human samples, both in the liver and skeletal muscle. The most differentially expressed genes in both tissues were *Pdk4* (pyruvate dehydrogenase kinase, isozyme 4) and, from those involved in the CoQ biosynthetic process, *Coq8a* (atypical kinase). We believe that these data could serve as a suitable background for future research, in particular for finding key factors regulating mitochondrial metabolism and the preparation of the foetus for the transition to extra-uterine conditions.

Finally, all the microarray data in this publication have been deposited in NCBI’s GEO, are available there through the GEO Series accession number GSE131012, which might be helpful for further studies by the whole scientific community.

## Figures and Tables

**Figure 1:**
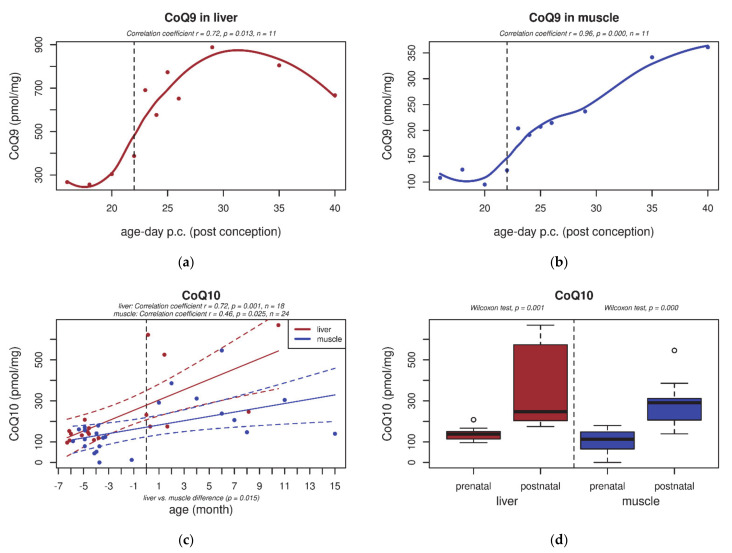
Total CoQ_9_ and CoQ_10_ content (pmol/mg protein) in rat and human tissues, respectively, during early development. (**a**,**b**) In both rat liver and skeletal muscle tissue, CoQ_9_ content increased significantly after birth (*p* ≤ 0.05); (**c**,**d**) in rats, this was not observed for CoQ_10_ content (data not shown). Similarly, CoQ_10_ content in human tissue was significantly increased after birth (*p* ≤ 0.05). The black dashed line indicates the last foetal day/birth. The red and blue dashed lines indicate 95% confidence intervals in the liver and skeletal muscle, respectively.

**Figure 2:**
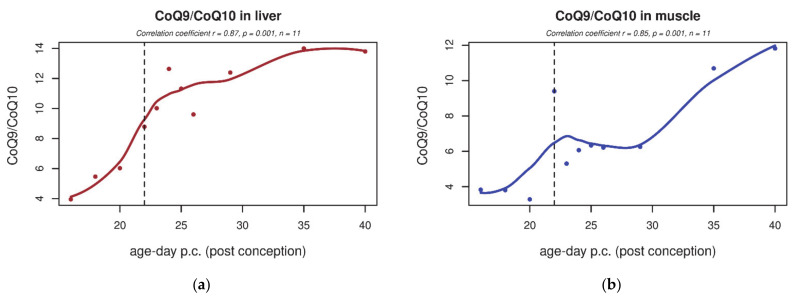
CoQ_9_/CoQ_10_ ratio in rat tissues during early development. (**a**,**b**) In both rat liver and skeletal muscle tissue, CoQ_9_/CoQ_10_ ratio is significantly higher after birth (*p* ≤ 0.05). The dashed line indicates the last foetal day/birth.

**Figure 3:**
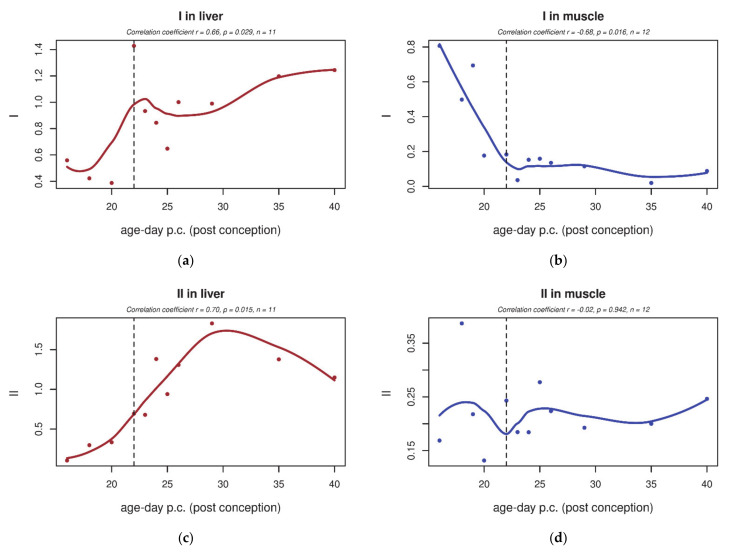

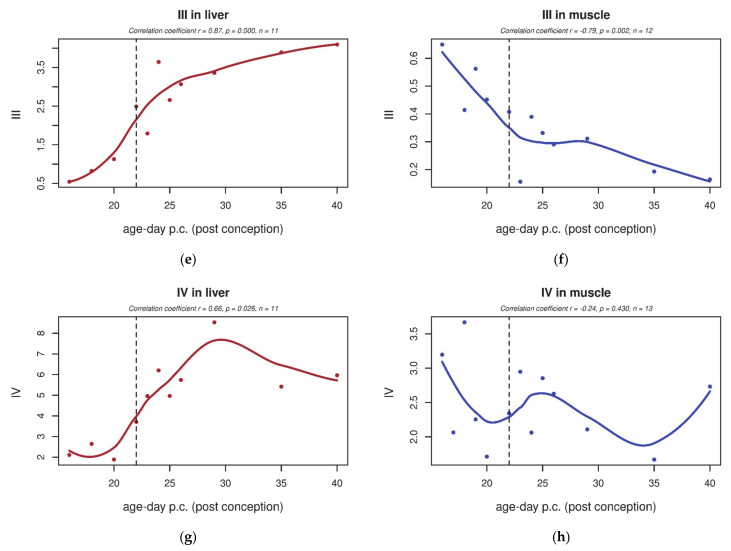
Tissue-specific changes in electron transport chain (ETC) complexes’ activities in rat liver and skeletal muscle during early development. (**a**,**c**,**e**) In the liver, enzyme activities of ETC complexes significantly increased after birth. (**b**,**d**,**f**) In skeletal muscle, only the activities of complexes I (**b**) and III (**f**) changed, decreasing significantly after birth (*p* ≤ 0.05). (**g**) In the liver, complex IV activity significantly increased after birth (*p* ≤ 0.05). (**h**) In skeletal muscle, complex IV activity did not significantly change after birth. Enzyme activities normalised to citrate synthase are shown. The dashed line indicates the last foetal day/birth. Enzyme activities normalised to citrate synthase are shown. The dashed line indicates the last foetal day/birth. I—NADH:coenzyme Q_10_ oxidoreductase, II—succinate:coenzyme Q_10_ oxidoreductase, III—Coenzyme Q_10_:cytochrome c oxidoreductase, IV—cytochrome c oxidase.

**Figure 4:**
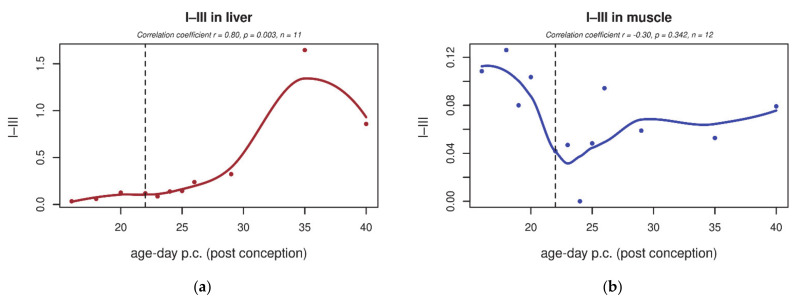

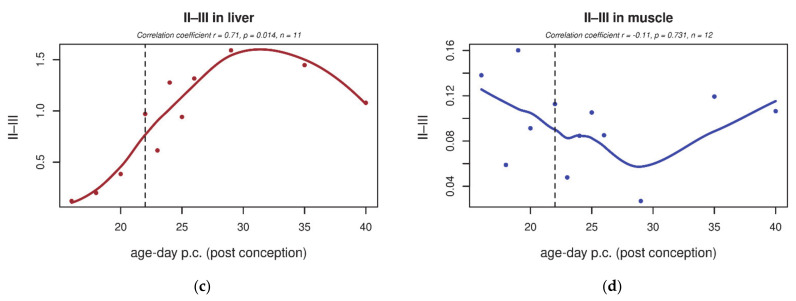
Tissue-specific changes in electron transport chain (ETC) complexes’ coupled activities in rat liver and skeletal muscle during early development. (**a**,**c**) In the liver, coupled activities of complexes I–III and II–III significantly increased after birth (*p* < 0.05). (**b**,**d**) Contrary to observations in the liver, a significant increase in activities of complexes I–III and II–III was absent in skeletal muscle. Enzyme activities normalised to citrate synthase are shown. The dashed line indicates the last foetal day/birth. I–III—NADH:cytochrome c oxidoreductase, II–III—succinate:cytochrome c oxidoreductase.

**Figure 5:**
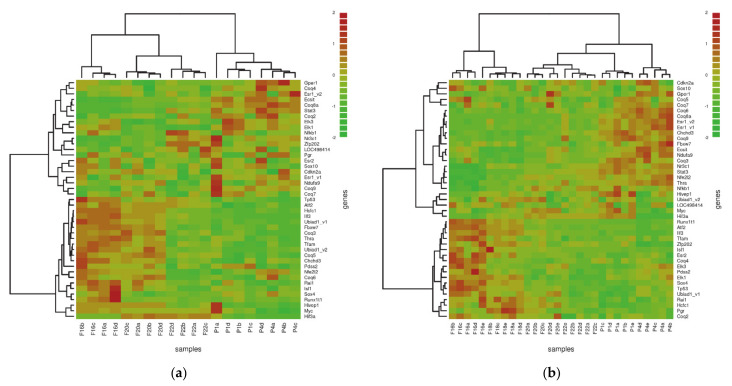
Pearson’s correlation-based hierarchical clustering of genes annotated for CoQ biosynthesis and mitochondrial transcription activity regulators. Data were auto-scaled. (**a**) Heatmap shows that in the liver, *Coq2*, *Coq4*, *Coq7* and *Coq9* expression was increased after birth, as was the *Coq8a* expression. *Coq3* and *Coq5* expression was decreased. (**b**) This orchestration, contrary to the liver, was not observed in skeletal muscle. Interestingly, in skeletal muscle, *Coq3*, *Coq5*, *Coq6*, *Coq7*, *Coq9* and *Ndufa9* co-clustered with the *Coq8a* transcript. In both tissues, *Tfam* expression decreased throughout the observed period, whereas oestrogen-related receptor (*Esr1*) expression increased. For *Esr1* and *Ubiad1*, there were two probes on the array (marked with _**v1** or _**v2**). F—Foetal day, P—Postnatal day.

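*Tfam*, which packages and transcribes mitochondrial DNA, fell from 8.92 ± 0.04 at F16 to 8.47 ± 0.10 at P4 in liver (SD, n = 4; limma adjusted p = 8.3e-06) and from 9.62 ± 0.07 to 9.19 ± 0.12 in muscle (n = 5; adjusted p = 2.5e-06). *Esr1*, the oestrogen receptor alpha, is read by a pair of probe sets. In muscle they rose by 1.26 (SE 0.12, adjusted p = 7.6e-10) and 2.35 (SE 0.19, adjusted p = 1.2e-10). In liver the first rose by 0.21 (SE 0.09, adjusted p = 0.038) and the second had a difference of 0.11 (adjusted p = 0.26). The liver rise did not pass when the arrays were quantile-normalised again (0.16, adjusted p = 0.061), nor without any of F16 replicates 1 to 3 or P4 replicates 2 to 4. Of 20 genes of mitochondrial DNA maintenance and transcription, which include *Tfam*, 14 fell and 1 rose in muscle (median -0.26, camera adjusted p = 0.026, adjusted p = 0.52 with an estimated correlation), and 7 rose and 7 fell in liver.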

**Figure 6:**
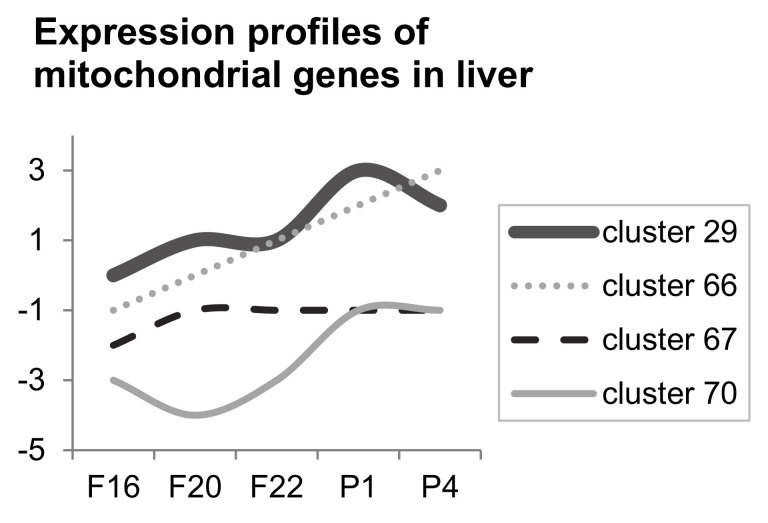
Four types of expression profiles significantly enriched in the rat liver (164 mitochondrial genes). A total of 1546 mitochondrial genes were analysed in STEM. Among 81 possible clusters, clusters named 29, 66, 67 and 70 were found to be significantly enriched in the liver (total 164 genes correlated with these four expression profile types—for gene table, see Table S1). No such enriched clusters were found in skeletal muscle, although GO “mitochondrion” GO:0005739 was found to be significant in both tissues per se. Analysis was performed in STEM [47].

**Figure 7:**
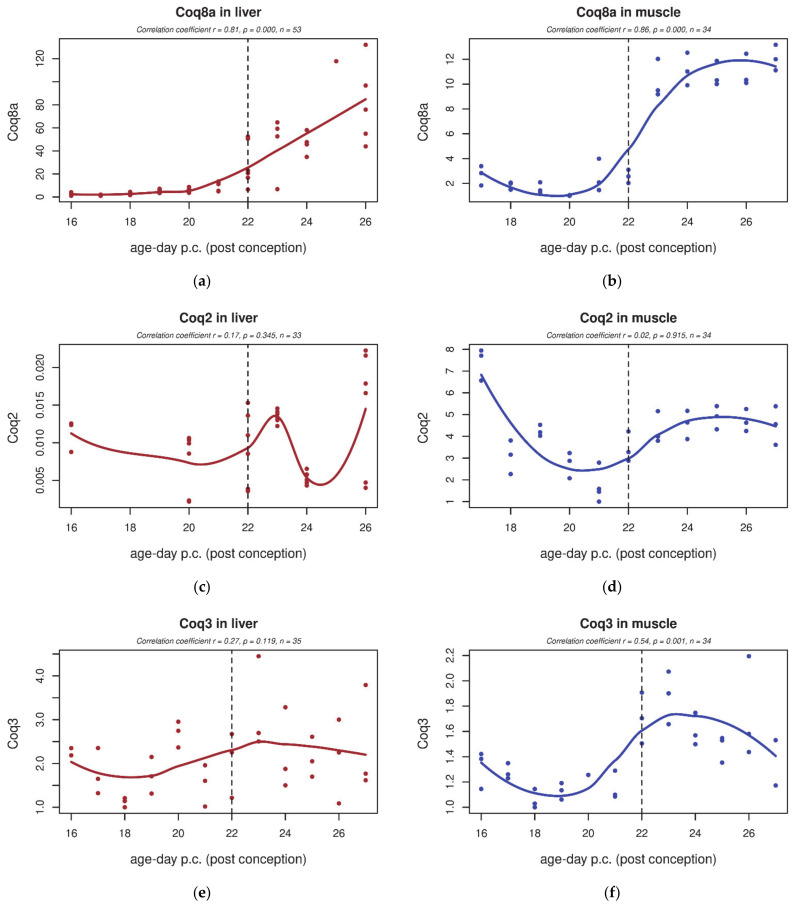
*Coq8a*, *Coq2*, and *Coq3* expression in rat tissues during early development. (**a**,**c**,**e**) In the rat liver, we detected significantly increased *Coq8a* transcripts after birth. *Coq2* and *Coq3* were unchanged (**c**,**e**). (**b**,**d**,**f**) In skeletal muscle, postnatal *Coq8a* was significantly increased (**b**). Genes *Coq2* and *Coq3* did not show any significant trend during perinatal development. The dashed line indicates the last foetal day/birth.

**Figure 8:**
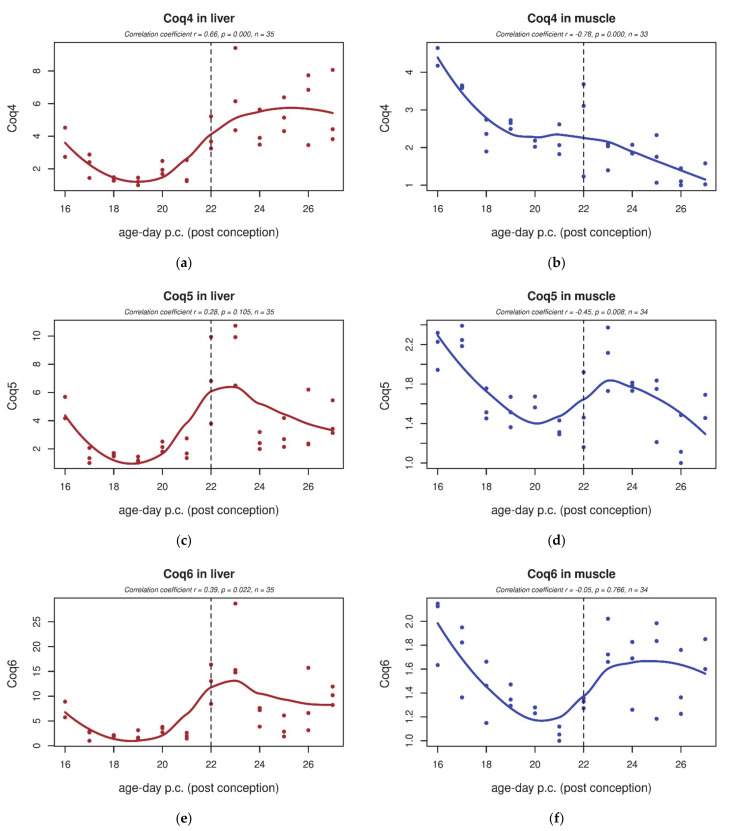
*Coq4*, *Coq5* and *Coq6* expression in rat tissues during early development. (**a**) In the rat liver, we detected that the *Coq4* transcript is significantly increased after birth. (**c**,**e**) *Coq5* and *Coq6* showed a transiently (but not significantly) increased expression around days F22 and P1. (**b**) In skeletal muscle, *Coq4* showed a decreasing tendency throughout the whole studied period. (**d**,**f**) Genes *Coq5* and *Coq6* did not show any significant trend during perinatal development. The dashed line indicates the last foetal day/birth.

**Table 1:** Biological processes (GO Terms) that were significantly changed in the rat liver and skeletal muscle. Trend L/M shows decreasing (negative) or increasing (positive) expression tendency in the liver (L) and skeletal muscle (M) during the perinatal period—16th foetal day to the 4th postnatal day. Only the most important genes (25) are shown per each GO Term. (FDR ≤ 0.05).

GO Term	Trend L/M	Genes	Total Count
Mitochondrial genome maintenance	−0.003 (L) −0.017 (M)	*Peo1*, *Polg*, *Mrpl17*, *Tp53*, *Lig3*, *Dnaja3*, *Flcn*, *Opa1*, *Parp1*, *Akt3*, *Ppargc1a*, *Primpol*, *Tk2*, *Tfam*, *Slc25a16*, *Dna2*, *Mgme1*, *Stoml2*, *Slc25a33*, *Rnaseh1*, *Rrm2b*, *Pif1*, *Pid1*, *Pif1*, *Mef2a*	25
Amino-acid betaine metabolic process	0.208 (L) 0.03 (M)	*Cpt1a*, *Cpt1c*, *Por*, *Chdh*, *Aldh7a1*, *Dmgdh*, *Acadm*, *Tmlhe*, *Crat*, *Bbox1*, *Crot*, *Acadl*	12
Endocytosis	0.022 (L) 0.021 (M)	*Mex3b*, *Unc119*, *Cd9*, *Sfrp4*, *Cd36*, *Mapkapk3*, *Tinagl1*, *Wnt5a*, *Gsn*, *Cav2*, *Cav2*, *Eef2k*, *Ubqln2*, *Pycard*, *Cav1*, *Cdc7*, *Gas6*, *Mrc1*, *Ap2b1*, *Cd163*, *Tgfbr2*, *Dnm2*, *Tub*, *Nlgn3*, *Enpp3* and others	335
Regulation of peptidyl–serine phosphorylation	0.009 (L) −0.001 (M)	*Dmd*, *Wnt5a*, *Cav1*, *Gas6*, *Pde4d*, *Nos1*, *Sfrp2*, *Akt2*, *Fnip1*, *Prkd1*, *Cd44*, *Gpd1l*, *Hrc*, *Rassf2*, *Gsk3b*, *Mif*, *Ntf3*, *Tgfb1*, *Txn1*, *Bcl2*, *Gsk3a*, *Camk1*, *Arrb2*, *Ogt*, *Gfra2* and others	86

**Table 2:** Biological processes (GO Terms) connected with “mitochondrial metabolism” that were significantly changed in the rat liver. Several processes were considered as significantly changed (FDR ≤ 0.05) according to the analysis of mitochondrial genes during the perinatal period—16th foetal day to the 4th postnatal day. No such biological process was identified in skeletal muscle.

GO Term	Genes	Enrichment	Count
Fatty acid β-oxidation using acyl-CoA dehydrogenase	*Acox2, Gcdh, Acadsb, Acadm, Acads, Acadl, Acox3, Acadvl, Ivd, Etfdh, Acad10, Etfb, Etfa*	9.68	13
Protein import into mitochondrial matrix	*Grpel1, Tomm7, Pam16, Timm17a, Tomm40l, Tomm20, Tomm40, Dnlz, Tomm22, Timm50, Timm44, Timm21*	6.54	12
Mitochondrial fission	*Mff, Fis1, Dnm1l, Opa1, Mief1, Mtfp1, Mul1, Park2, Ppp2r2b, Mtfr1l, Mtfr1*	6.17	11
Long-chain fatty acid metabolic process	*Slc27a1, Acsl1, Cd36, Acot2, Slc27a3, Acsl4, Acsl3, Slc27a2, Cpt1a, Acsl5*	3.9	10
ATP metabolic process	*Atp5d, Atp5e, Ndufaf7, Atp5b, Ak3, Ak2, Atp5g1, Ak4, Bad, Atp6v1a, Slc25a25, Atp5l, Atp5o, Atp5a1, Atp5i, Atp5h, Ndufs1*	3.88	17
NADH metabolic process	*Gpd2, Gpd1, Dlst, Idh3g, Idh3b, Ogdh, Idh3a, Mdh2, Mdh1*	3.53	9
Release of cytochrome c from mitochondria	*Mff, Bak1, Fis1, Dnm1l, Bcl2, Bax, Bcl2a1, Tp53, Mapk9, Timm50, Bad, Bcl2l1*	3.17	12
Tetrahydrofolate metabolic process	*Mthfd1, Shmt1, Mthfd2, Tyms, Mthfs, Shmt2, Mthfd1l*	3.08	7
Positive regulation of mitochondrial Ca^2+^ concentration	*Micu1, Fis1, Mcur1, Micu2, Rap1gds1, Tgm2, Mcu, Bcap31*	2.98	8
Glutathione metabolic process	*Gsta4, Aldh5a1, Ethe1, Clic1, Sod1, Hagh, Gsr, Gpx1, Clic4, Gstk1, Gpx4, Idh1, Txnrd1, Gstp1, Mgst1*	2.86	15

**Table 3:** Genes involved in CoQ biosynthesis. GO:0006744 (ubiquinone biosynthetic process) was not detected as significantly enriched among mitochondrial genes either in the rat liver or skeletal muscle (FDR > 0.05).

Human gene	Rat gene	Function
*PDSS1 * *	*Pdss1*	polyisoprenoid chain synthesis
*PDSS2 * *	*Pdss2*	polyisoprenoid chain synthesis
*COQ2 * *	*Coq2* ^†^	*p*-HB prenylation
*COQ3*	*Coq3* ^†^	modification step—O-methylation
*COQ4 * *	*Coq4* ^†^	scaffold protein
*COQ5 * *	*Coq5* ^†^	modification step—C-methylation
*COQ6 * *	*Coq6* ^†^	modification step—C5-hydroxylation
*COQ7 * *	*Coq7* ^†^	modification step—hydroxylation
*COQ8A * *	*Coq8a* ^†^	ATPase/kinase
*COQ8B * *	*Coq8b*	ATPase/kinase
*COQ9 * *	*Coq9* ^†^	lipid binding/scaffold protein/C4-hydroxylation
*COQ10A*	*Coq10a*	lipid or CoQ-intermediate binding
*COQ10B*	*Coq10b*	lipid or CoQ-intermediate binding
*NDUFA9*	*Ndufa9* ^†^	subunit A9 in NADH:ubiquinone oxidoreductase (complex I)
*UBIAD1*	*Ubiad1* ^†^	cholesterol and phospholipid metabolism

* Known primary CoQ_10_ deficiency in human; ^†^ Genes which are annotated in GO:0006744 (ubiquinone biosynthetic process) and were present on the array in this study.

## Data Availability

The microarray datasets generated and analysed during the current study are available in the NCBI’s Gene Expression Omnibus repository, (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131012 accessed date on 1 May 2021). Other data are available from the corresponding author on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biology10050418/s1, Table S1: Tables showing the significantly changed GO categories for every mentioned profile and/or the tables of gene symbols co-clustered in microarray GO and STEM analysis; Table S2: A table showing probes that were significantly changed in both the rat liver and skeletal muscle according to TIGR MeV, betr package analysis; Table S3: Table showing probes that were significantly changed in the rat liver or skeletal muscle only, according to TIGR MeV, betr package analysis; Table S4: Table of 248 unique genes that were significantly changed in both tissues regardless of tissue origin according to TIGR MeV, betr package analysis.

## Abbreviations

ATPase: ATP synthase; cDNA: Complementary DNA; CoQ: Coenzyme Q; Ct: Threshold cycle; ETC: Electron Transport Chain; F22: 22nd Foetal day; FDR: False Discovery Rate; *g*: centrifugal force (number of times the gravitational force); GEO: Gene Expression Omnibus; GO: Gene Ontology; miRNA: Small non-coding RNA molecule (microRNA); mRNA: Messenger RNA; mtDNA: Mitochondrial DNA; NADH: Nicotinamide Adenine Dinucleotide (reduced form); nDNA: Nuclear DNA; OXPHOS: Oxidative Phosphorylation System; P4: fourth Postnatal day; RIN number: RNA integrity number; STEM: Short Time-series Expression Miner.

## Appendix A

**Table A1:** STEM analysis of microarray data. STEM analysis defined 81 types of expression profiles. Each gene was aligned with certain expression profile. Clusters with more genes than expected were found to be significant (*p* ≤ 0.05). In the liver, there were 4 clusters with a significantly enriched number of genes identified (Clusters 0–3). In skeletal muscle, there were six clusters identified (Clusters 0–5). Genes which were clustered by STEM are available in the Supplementary data files [47].

Cluster Number	Liver	Skeletal Muscle
Cluster 0		
Cluster 1		
Cluster 2 Cluster 3		
Cluster 4 Cluster 5	Not determined.

How the deposited data were processed for this re-analysis (not part of the article)

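Gene expression was measured in liver and hind limb skeletal muscle of Wistar rats on GeneChip Rat Gene ST arrays. Of 54 arrays, 45 belong to the time series of the paper (20 of liver, 25 of muscle, at F16, F20, F22, P1 and P4), and the other 9 are 4 of adult P90 liver and 5 of F18 muscle. Groups and replicate numbers were taken from the sample labels, and the time points of the labels match those of the paper.

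The authors deposited log2 values, 1 per probe set and array, after robust multi-array average: background correction, quantile normalisation and median polish of the probes of a set. The submitters' processing notes name Affymetrix Expression Console for this step, and its version and the array library file are not given in the sources used here. Liver and muscle arrays have different value distributions, so that each tissue was normalised on its own. The array labels carry 1 run code per tissue, and no batch within a tissue is named in them. The label of the liver array P1 replicate 1 ends in a number, as for the other liver time points, while those of P1 replicates 2 to 4 end in letters, and what this stands for is not given in the sources used here. A comparison of levels between tissues cannot be told apart from the run and was not made. RMA compresses changes near the background, since each probe set keeps a floor of unspecific signal. No array background or detection values were used, and weak genes were not removed in the reported setting. Precision was limited by the 4 or 5 arrays of a group.

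Probe sets were named through a table of the platform annotation, and 15279 of 15310 probe sets with 1 symbol were matched to a current gene record by gene ID, which changed 0 symbols. Another 323 probe sets with several symbols and 13581 without a symbol in this table were left out. Where a gene had several probe sets (527 genes), counts of probe sets use all, and a gene is described by the probe set with the highest mean over the 45 arrays unless both are given. *Pdss1* carried no name in this table, and some other genes that the paper names are not reported here.

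From these values, linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) within each tissue, with the time points as groups and no covariate. The 5 time points share 1 estimate of the spread per probe set. Active genes are those with a Benjamini-Hochberg adjusted p of at most 0.05 in the moderated F-test over the time points, and the number at an unadjusted p of at most 0.05, the threshold of the paper's methods, is given beside it. Changes between time points are moderated contrasts with their standard errors. The difference between tissues of a change from F16 to P4 was tested in 1 fit of all 45 arrays. Fits that include P90 or F18 used the 6 groups of the tissue.

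Gene lists (72 lists of pathways, complexes and cell type markers, and those of the paper's Tables 1 to 3 and Figure 5) were tested with camera at a preset correlation between genes of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. With an estimated correlation 10 lists passed in liver between F16 and P4, 8 between F16 and F22 and 7 between F22 and P1. In muscle 0, 0 and 1 passed in camera (9, 8 and 14 at an unadjusted p of at most 0.05). Numbers of members that rose or fell are given over all genes tested and, where they differ, adjusted over the list alone. Correlations with *Coq8a* were tested with 100000 permutations, 2-sided. Shares of mitochondrial genes were compared with Fisher's exact test.

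Genes were named by a rule: the 10 highest and 10 lowest changes from F16 to P4 in each tissue among genes past the threshold whose F16 and P4 arrays do not overlap, the 5 highest and 5 lowest of the other comparisons, up to 4 members of a described list, and every gene that the paper names. The rule was written after the values in the tables of the paper had been seen. The genes of the limb, interferon and Table S4 comparisons in the closing section were chosen after their values were seen.

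The fits were tested on simulated data with 200 changed probe sets of 15310. For the F16 to P4 contrast, 91.0%, 98.5% and 100% of log2 changes of 0.5, 1 and 2 were recovered in liver, and 88.1%, 100% and 100% in muscle. For the difference between tissues 97.5% of changes of 1 were recovered.

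For the comparison of mitochondrial lists with other genes within classes of like signal, genes were ranked by the mean over all arrays of the tissue and divided into 10 classes of equal size, of which the 9 that held both kinds of gene entered the Mantel-Haenszel odds ratio. Settings varied were the unadjusted threshold, a limit to bright probe sets, another prior in limma, quantile normalisation again within the tissue, centring on the array median, 1 fit of both tissues, all 6 groups of a tissue, array weights, the replicate number as a block, another contrast, averaging of probe sets, and leaving out each array in turn. The GO term tests, betr and STEM of the paper were not repeated, since no GO annotation of the array is used here. Quantitative PCR, CoQ content and enzyme activities have no array data and were not analysed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.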

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

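The choice of the 9 measures searched for arrays apart from their group, and the limit of the tissue comparison to genes named in the paper's text, were made after the data were seen.

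In 102 groups of 4 or 5 arrays, Dixon's ratio (the gap of the highest or lowest array to the nearest other, over the range of the group) exceeded its 95% critical value in 7 cases, where chance gives about 0.05 of the groups. In liver these were *Coq9* at F16, lowest in replicate 4 (0.852), *Tfam* at F20, lowest in replicate 1 (0.878), *Coq4* at F22, lowest in replicate 3 (0.844), and the mean correlation of P90 replicate 2 with its group (0.900). In muscle they were *Pdk4* at F22, highest in replicate 5 (0.806), the mean correlation of F22 replicate 5 with its group, the lowest (0.861), and *Coq3* at P4, highest in replicate 5 (0.781).

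The F16 to P4 change of *Coq3* differed between tissues by -0.78 (SE 0.10, liver minus muscle, limma adjusted p = 1.3e-08), and that of *Prodh* by 2.96 (SE 0.24, adjusted p = 6.6e-14). Over 15310 probe sets the count of such differences was 8627, and the highest count among 100 random regroupings of the time point labels was 8124. These regroupings keep the difference between tissues and much of the time course. They therefore cannot decide whether the changes differ between tissues by chance, although the real split was the 1 as large.

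The paper's time series leaves out the adult livers and the F18 muscles. From P4 to P90, 8560 probe sets changed in liver (4407 up, 4153 down), against a highest count of 0 among the other splits of 35 of these arrays. In muscle 5115 changed from F16 to F18 (highest other of 100 splits 2792) and 4678 from F18 to F20 (highest other 2294). For the 3 counts the real split was the 1 as large, which excludes a random assignment of single arrays. Chance differences between litters cannot be excluded, since litters are not given in the sources used here.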

How the results depend on the processing

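Settings that leave out the arrays or the time point that lie apart, the odds ratios by signal and the correlations with 1 array left out, were chosen after the data were seen. Of the counts of active probe sets or of changes, 3 values moved by more than 1.5 times under settings fixed in advance. The count from P1 to P4 in liver was 3472 at an unadjusted p, and that from F22 to P1 in muscle was 4220 at an unadjusted p and 4603 with array weights; the cause of the last was not tested. Active probe sets ranged from 8917 to 10884 in liver and from 9351 to 11844 in muscle, the lowest with bright probe sets only, where fewer are tested, a change helps to pass the limit, and the share is the highest (89.2% and 91.4%, against 65.9% and 71.9%). Gene lists past camera between F16 and P4 (25 in liver, 31 in muscle) were 10 and 0 with an estimated correlation (18 and 9 at an unadjusted p) and 51 and 61 with fry, which asks another question. Leaving out 1 array at a time gave 9790 to 10433 active probe sets in liver and 10785 to 11183 in muscle, 6659 to 7623 and 8036 to 8458 from F16 to F22, 4766 to 5683 and 2023 to 2820 from F22 to P1, 911 to 2028 and 4286 to 5221 from P1 to P4, and 24 to 26 and 31 to 34 lists. Without P1 replicate 1 the liver count from P1 to P4 was 2028 against 1357, and the count was 911 without P4 replicate 4. Without the 4 muscle arrays apart, 8619 probe sets changed from F16 to F22 and 9548 from F16 to P4, and without the F16 time point 8842 were active, with 732 of the matched genes of Tables S2 and S3. The odds ratio of change of the 17 mitochondrial lists against genes outside them and Tables S2 and S3 (2.91 in liver, 1.87 in muscle) was 0.768 (Fisher's exact test, p = 0.14) and 0.521 (p = 6.0e-04) among probe sets whose mean over all arrays was above the median, and 0.576 and 0.498 within classes of like mean signal; against all genes outside the lists it was 2.71 and 1.78 over all probe sets, 0.724 and 0.522 above the median and 0.544 and 0.502 within classes. Among probe sets bright at 1 or more time points it was 0.789 and 0.485 (0.742 and 0.486 against all genes outside the lists), but a weak gene passes that limit only if it changes, so these values are partly set by the limit. The number of genes correlated with *Coq8a* in muscle was 5 to 7 with 1 array left out, and 3 to 5 on deviations from the time point means. Of 1664 results of named genes, 1069 passed, of which 114 were lost under at least 1 setting and 112 when 1 array was left out. With the mean of P1 and P4 set against the foetal time points in place of P4 against F16, the sign turned in liver for *Elk1* (0.20), *Wnt5a* (0.11), *Mief1* (0.016) and *Gsta4* (-0.084), and in muscle for *Oas1a* (-0.68), *Ndufaf1* (0.014), *Chrng* (-0.19), *Bcl2a1* (-0.061), *Dnaja3* (-0.0054), *Polg* (-0.069), *Rrm2b* (-0.016), *Tk2* (0.013), *Pycard* (-0.11), *Mtfr1* (-0.10), *Slc27a1* (0.20), *Idh3g* (0.10) and *Mthfd1l* (-0.11). *Hivep1*, at 0.054 from F22 to P1 in liver, had -0.29 (adjusted p = 0.015) without P1 replicate 1, and between -0.29 and 0.19 over all single arrays left out. The replicate numbers do not pair the samples, since arrays of the same number correlated in their deviations by -0.20 to 0.28 in liver and -0.40 to 0.36 in muscle, and 7 of 20 and 3 of 25 arrays were closest to their own number. With the number as a block, 9998 and 10849 probe sets were active, 7117 and 8273 changed from F16 to F22, 5299 and 2397 from F22 to P1, 1295 and 4757 from P1 to P4, and 8673 and 9185 from F16 to P4, in liver and muscle. The limit of an array is its background, so that changes of weak genes are understated to a degree not measured here.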

Differences from the paper's values

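The paper gives a 3-fold increase of *Ndufa9* in both tissues. Here its fold from F16 to P4 was 1.02 in liver and 1.27 in muscle, and over the 7 alternatives set before the data were examined it was 0.992 to 1.06 in liver and 1.19 to 1.32 in muscle, all of which differ from the paper's value. For the mitochondrial genes of the STEM profiles that decreased before birth, the paper gives 12 of 164 listed genes, and 7 of the 152 that could be matched by symbol had an F22 mean below their F16 mean here, with 1 that passed the test; the others of the 164 were not analysed here. No alternative for this count was set before the data were examined. At F20, 10 lay below F16, and 21 had a step down between neighbouring foetal time points.

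The paper states, from clustering of its array data, that *Coq2*, *Coq4*, *Coq7* and *Coq9* increased in liver after birth. Its qPCR, which was not analysed here, gave *Coq4* as increased and *Coq2* and *Coq3* as unchanged in liver. *Coq9* passed here from F16 to P4 (0.27, limma adjusted p = 0.0085), and *Coq4* passed as the mean of P1 and P4 against the foetal time points (0.12, adjusted p = 0.048). *Coq2* passed with the arrays quantile-normalised again (0.26 from F16 to P4, adjusted p = 0.0010), as did *Coq7* from F22 to P1 (0.21, adjusted p = 0.015), and neither passed otherwise. The paper names *Coq3*, *Coq5*, *Coq6*, *Coq7*, *Coq9* and *Ndufa9* as correlated with *Coq8a* in muscle. Of these *Coq3*, *Coq6*, *Coq9* and *Ndufa9* passed, and *Coq5* (r = -0.11) and *Coq7* (r = 0.25) did not, also by rank, on deviations from the time point means, with the F18 arrays or without the 2 arrays farthest in *Coq8a*. On deviations without F22 replicate 5, a setting chosen after the values were seen, both passed (r = 0.60 and 0.73, adjusted p = 0.0050 and 7.4e-04), while *Coq3* (r = 0.27) and *Coq9* (r = 0.44), 2 of the 6 genes the paper names, did not. For *Esr1* in liver, which the paper gives as increased, 1 probe set rose (0.21, adjusted p = 0.038) and the other did not pass (0.11, adjusted p = 0.26).

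The paper gives the terms for betaine metabolism and endocytosis as increased and mitochondrial genome maintenance as decreased in both tissues. Table 1 names the betaine and genome maintenance terms in full, of which 11 of 12 and 18 of 24 different genes were counted here, and only part of the endocytosis and phosphorylation terms, to the whole of which the paper's numbers refer. Of the betaine genes 10 rose and 1 fell in liver, and 6 rose and 4 fell in muscle. Of the endocytosis genes 6 rose and 11 fell in liver, and 15 rose and 8 fell in muscle. Of the genome maintenance genes 5 rose and 9 fell in liver, and 7 rose and 8 fell in muscle. The regulation of peptidyl-serine phosphorylation, which the paper gives as increased in liver and decreased in muscle, had 3 genes up and 14 down in liver and 11 up and 10 down in muscle.

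The paper states that the partners OCT1 and PTC7 increased in liver and not in muscle. It also states that PTC7 was not annotated on the array, while the annotation used here names a probe set *Pptc7*. *Pptc7* rose in both tissues here (0.66 and 0.60), while *Mipep* rose in liver (0.66) and not in muscle (0.03, adjusted p = 0.67). The paper gives active shares of 54.28% in liver and 63.81% in muscle among expressed genes, and here they were 65.9% and 71.9% of all probe sets and 89.2% and 91.4% of bright ones, of which the 89.2% in liver is more than 1.5 times the paper's value. The paper's shares of active mitochondrial genes are higher in muscle, while its own counts of changed mitochondrial probes are higher in liver, and here the share of the mitochondrial lists fixed for this work, which are another set of genes, was 83.4% in liver and 82.0% in muscle, a difference that was not tested. The supplementary Table S4 gives its F20 heading more than once.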

Other observations

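The tests of forelimb tissue, of the interferon induced genes, of Table S4 and of other splits for the 283 mitochondrial genes were chosen only after the result was seen, as were the genes of the limb comparison and the measure used for Table S4. The patterns were picked after 72 gene lists had been looked at in each comparison and tissue. The tests of heart tissue and of the whole distal limb were written before their results were seen.

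Between P4 and P90, foetal liver genes, cell cycle genes and markers of blood-forming cells fell in liver. *Afp*, alpha-fetoprotein, had a log2 change of -5.79 (SE 0.12, limma adjusted p = 4.6e-21, n = 4 per group), and the growth factor *Igf2* one of -6.00 (SE 0.05). *Ahsp*, the haemoglobin stabilising protein of erythroblasts, went from 12.49 ± 0.05 to 6.01 ± 0.41 (SD). All 10 foetal liver genes fell (median -3.37, camera adjusted p = 5.8e-11, adjusted p = 4.3e-04 with an estimated correlation), as did all 30 cell cycle genes (median -2.59, adjusted p = 0.013 with an estimated correlation) and all 11 erythroid markers (median -3.49, adjusted p = 0.020 with an estimated correlation). Granulocyte markers fell in 10 of 11 cases and all 3 megakaryocyte markers fell (medians -3.17 and -2.34), with adjusted p = 0.095 and 0.27 with an estimated correlation. *Cyp2c11*, a male-specific P450, went from 4.68 ± 0.20 to 12.96 ± 0.02, and *Hsd3b5* changed by 7.62 (SE 0.17). The sex of the animals was not used here.

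In muscle, complex I subunits and the mitochondrial ribosome fell between F16 and F18, and these and other mitochondrial lists rose between F18 and F20. Of 33 complex I subunits 21 fell and none rose by limma in the first interval (median -0.25, camera adjusted p = 2.3e-05, adjusted p = 0.79 with an estimated correlation), and 20 rose and none fell in the second (median 0.23, adjusted p = 6.4e-07, adjusted p = 0.59 with an estimated correlation). The mitochondrial ribosome went the same way, with 46 of 68 falling (median -0.23, adjusted p = 9.7e-09, adjusted p = 0.61 with an estimated correlation) and then 27 rising (median 0.14, adjusted p = 6.8e-05, adjusted p = 0.59 with an estimated correlation). From F16 to F18, 1 of 12 complex III genes, 3 of 15 of the citric acid cycle and 5 of 17 of complex IV fell (camera adjusted p = 0.64, 0.54 and 0.18). From F18 to F20, 5, 6 and 10 of these rose (adjusted p = 0.024, 0.024 and 2.9e-04; adjusted p = 0.52, 0.59 and 0.52 with an estimated correlation), as did 12 of 18 ATP synthase genes (adjusted p = 2.4e-04, adjusted p = 0.59 with an estimated correlation) and 7 of 9 muscle fibre markers (median 0.78, adjusted p = 6.4e-07, adjusted p = 0.40 with an estimated correlation). The fibre markers had also risen from F16 to F18, 6 of 9 (median 0.81, adjusted p = 2.8e-05, adjusted p = 0.37 with an estimated correlation). Fibroblast and keratinocyte markers rose from F16 to F18 (medians 0.59 and 0.94, adjusted p = 0.13 and 0.19 with an estimated correlation). Endothelial markers rose in 7 of 9 cases from F16 to F18 and in 5 of 9 from F18 to F20 (medians 0.40 and 0.25). Macrophage markers rose in 5 and then 6 of 11 cases (medians 0.29 and 0.40), and none of either list fell. With an estimated correlation the camera adjusted p were 0.37 and 0.58 for endothelial markers, and 0.37 and 0.40 for macrophage markers. The cornified envelope genes *Alox12b* (4.88) and *Cnfn* (4.60) rose from F18 to F20.

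Other splits of the same arrays gave smaller counts over all probe sets than the real one in each comparison tested within a tissue. With 1 split as large, the real one itself, a random assignment of single arrays can be excluded for these counts. Chance differences between litters cannot be excluded, since litters are not given in the sources used here. The highest other count was 6367 against 10092 active probe sets in liver and 3222 against 11013 in muscle. From F16 to F22 it was 14 against 7154 in liver and 4769 against 8390 in muscle, and from F16 to P4 0 against 8721 and 5590 against 9290. From F22 to P1 it was 946 against 5345 and 1034 against 2532, and from P1 to P4 422 against 1357 and 1215 against 4899. The same limit holds for the 283 genes of the mitochondrial lists. Their highest other count was 136 against 236 active in liver and 73 against 232 in muscle. From F16 to F22 it was 0 against 167 in liver and 92 against 150 in muscle. The study chose the 1044 genes of Tables S2 and S3 for a change on these arrays, which favours the real split, so that their counts do not bear on chance. The liver splits numbered 35 for a pair of groups, and 100 were drawn elsewhere.

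A limb patterning signal was high in the F16 muscle samples. *Tbx5*, a transcription factor of the forelimb and heart, was 11.78 ± 0.18 at F16, 8.68 ± 0.45 at F18 and 7.79 at P4 (SD, n = 5), and *Hoxd13*, of the distal limb, was 12.36 at F16, 11.55 at F18 and 7.63 at F20. Heart tissue in the F16 samples is argued against, since the median change of 7 heart genes from F16 to F18 was 0.061 and none of them fell by limma (2 fell from F18 to F20). Forelimb tissue may be part of the F16 samples and stays open, as all 4 forelimb and anterior Hox genes fell (median -0.40), while none of 3 hind limb genes fell, *Tbx4* and *Pitx1* staying at 10.94 and 11.07 and at 9.87 and 9.84. Whether whole distal limbs were taken up to F18 cannot be told apart from development, because 0 of the other distal Hox genes listed (*Hoxa13*, *Hoxd12* and *Hoxd11*) were found among the probe sets with 1 symbol used here, and the developmental decline of patterning genes stays open as untested.

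Within F16 to P4, interferon induced genes had their highest mean at F22 in both tissues, while the P90 livers lay at 8.94 to 9.08, above 3 of the 4 F22 livers (14 of 17 rose and 1 fell from P4, median 1.91, camera adjusted p = 3.3e-04, adjusted p = 0.75 with an estimated correlation). In liver 16 of 17 rose from F16 to F22 (median 1.82, camera adjusted p = 4.1e-09, adjusted p = 0.16 with an estimated correlation) and 12 fell and 1 rose from F22 to P1 (median -1.00), and in muscle 14 rose and 1 fell (median 1.34, adjusted p = 0.53 with an estimated correlation) and then 12 fell (median -0.84), with *Usp18* at 2.31 and -2.49 and F22 replicate 5 (7.08) within the P1 arrays (7.06 to 7.17), below the other F22 muscles (7.52 to 8.76). A single foetus as the only source is argued against, because without F22 replicate 3, 16 of 17 genes still rose in liver (median 1.68), and without F22 replicate 1, 14 still rose in muscle (median 1.16). More macrophages at F22 than at F16 could account for the rise in liver, where macrophage markers rose by a median of 1.78, but fewer macrophages do not account for the fall, where their median was -0.22 (adjusted p = 0.33). A shared exposure of the F22 litters cannot be told apart from age, since 0 columns of the labels name a litter, and a prenatal interferon response is a hypothesis left untested.

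The muscle values of the supplementary Table S4 differ from the means of the labelled groups, and over 260 probe sets the root mean square difference in the mean was 0.189 at F16, 0.094 at F20, 0.077 at F22, 0.051 at P1 and 0.080 at P4, against 0.0069 to 0.023 in liver, and the table's SD of *Pdk4* at F16 is 1.38 where the labelled arrays give 0.12. A candidate explanation is that replicate 5 arrays stand in other columns of the table: of 27 groupings per column, the closest for 4 columns held replicates 1 to 4 with replicate 5 of another time point (P4 for F16, P1 for F20, F20 for F22, F22 for P4; 0.032 to 0.037), and for P1 replicates 1 to 4 alone (0.033), none of them exact. This measure was chosen after the largest difference had been tried, by which the closest group for F16 held P4 replicate 4 (0.177, against 0.189 with P4 replicate 5) and the other 4 columns had the same group. The tables argue against the deposited labels being wrong and Table S4 having the right ones as the whole cause, since 0 of these 4 arrays were closer to the time point of the table's column than to their own, and above all for P4 and P1 replicate 5, whose correlation with their own time point was higher by 0.0600 and 0.0133, more than the lowest such margin of replicates 1 to 4 (0.0523 and 0.0112). For F20 and F22 replicate 5 alone it stays open. The margin of F20 replicate 5 was 0.00263, within the spread of F20 replicates 1 to 4. The lowest of these was -0.00245, from an F20 array closer to F22 than to its own time point. The margin of F22 replicate 5 was 0.00205, below the lowest of F22 replicates 1 to 4 (0.0152). Of the replicate 5 arrays, that of F22 was the 1 closer to another time point (P1, r = 0.990) than to its own (0.989). Tables S2 and S3 were closest to the labelled groups in 5 of 5 columns each.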
